# Wnt Pathway Activation Increases Hypoxia Tolerance during Development

**DOI:** 10.1371/journal.pone.0103292

**Published:** 2014-08-05

**Authors:** Merril Gersten, Dan Zhou, Priti Azad, Gabriel G. Haddad, Shankar Subramaniam

## Abstract

Adaptation to hypoxia, defined as a condition of inadequate oxygen supply, has enabled humans to successfully colonize high altitude regions. The mechanisms attempted by organisms to cope with short-term hypoxia include increased ATP production via anaerobic respiration and stabilization of Hypoxia Inducible Factor 1α (HIF-1α). However, less is known about the means through which populations adapt to chronic hypoxia during the process of development within a life time or over generations. Here we show that signaling via the highly conserved Wnt pathway impacts the ability of *Drosophila melanogaster* to complete its life cycle under hypoxia. We identify this pathway through analyses of genome sequencing and gene expression of a *Drosophila melanogaster* population adapted over >180 generations to tolerate a concentration of 3.5–4% O_2_ in air. We then show that genetic activation of the Wnt canonical pathway leads to increased rates of adult eclosion in low O_2_. Our results indicate that a previously unsuspected major developmental pathway, Wnt, plays a significant role in hypoxia tolerance.

## Introduction

Hypoxia plays a key pathogenic role in the outcome of a variety of pathologic conditions, including airway obstruction, stroke, and myocardial infarction, and in the increased radio- and chemoresistance of solid tumors [1], [2]. All metazoan organisms require oxygen for growth, development and maintenance, although they vary with respect to the degree and duration of hypoxia that can be tolerated, and may differ in some of the adaptive responses employed to survive hypoxic challenge [3], [4]. Understanding transcriptional and signaling mechanisms that allow more hypoxia-tolerant organisms to thrive chronically at lower oxygen tension may enable us to decipher the mechanisms underlying hypoxia-tolerance observed in many tumors, as well as identify novel approaches for treating disorders in which acute or chronic hypoxia contributes to long-term morbidity and mortality.

We used *D. melanogaster* in a long-term selection experiment, starting with a pool of 27 isogenic lines, to generate a population of flies that is able to reproduce and thrive at 4% O_2_, a level lethal to the parental lines [5], [6], [7]. Starting at 8% O_2_, levels were reduced in a stepwise manner in triplicate chambers with tolerance to 5% O_2_ achieved by generation 13. Three control populations were maintained in parallel in chambers with room air. Phenotypic evaluation of adult hypoxia-adapted flies (AF) at generation 18 revealed the following significant differences from control flies: smaller body size and weight, shortened recovery time from anoxic stupor, and a lesser reduction of O_2_ consumption rate in 3% O_2_; mean lifespan in normoxia was unchanged [6], [7]. Transcriptomic analysis revealed down-regulated metabolic genes and up-regulated Notch and Toll/Imd pathways in larva AF, and significantly fewer gene expression differences in adult AF [7]. Subsequently, the 5% O_2_-maintained populations experienced a bottleneck (during which attempts to further reduce O_2_ failed) before achieving 4% O_2_ tolerance at generation 32, suggesting that genetic mutation and/or selection of favorable alleles, associated with a contraction of genetic variation, may have been required to achieve tolerance to this lower level of O_2_. A genetic and/or epigenetic role in hypoxia tolerance of the AF was also suspected based on the ability of a subset of AF that had been reverted to normoxia for several generations to successfully complete development when returned to a 4%-O_2_ environment [7].

To identify genetic mechanisms underlying the AF adaptation, we re-sequenced pools of control and AF flies that had been under hypoxia selection for 180 generations and adapted to 4% O_2_. We focused our analysis on determining whether genetic selection contributed to our earlier observation in 5% O_2_-adapted flies [7], that Notch pathway activation is one of the factors contributing to hypoxia tolerance [5]. We utilized both a coarse-grained method, which identified 188 genes in 24 hypoxia-selected regions comprising 1.5 mbp, and a fine-grained approach that identified genome-wide high-confidence allelic differences between control and hypoxia-adapted flies. Both analyses identified several genes encoding or regulating the Notch pathway. Here we carry out a comprehensive analysis to determine whether other pathways and processes were selected for by long term O_2_ deprivation. Our aim is to possibly discover hypoxia tolerance-promoting mechanisms which might help explain the bottleneck encountered in achieving 4%-O_2_ tolerance. Existence of such additional mechanisms is also suggested by evidence of Notch cross-talk with other signaling/developmental pathways detected in a network constructed using a set of high-confidence *D. melanogaster* functional interactions [8] and genes identified in the genomic analysis to differ between control and AF (Figure S1). We propose that the polymorphisms identified in the adapted flies were selected for over time from within the initial population variation because of their contribution to an evolving phenotype better suited to a low pO_2_ environment. The presence of multiple polymorphic loci within a given gene and pathway is expected to reflect incremental improvement and arguably compensatory changes to the phenotype, as well as some element of passenger polymorphisms. Therefore identification of many genes, within a particular process or pathway, bearing an excess of polymorphisms suggests that adaptation to hypoxia specifically affects the process or pathway in question. Our extensive analysis of the AF resequencing data was carried out in the context of a new transcriptomic analysis performed on several developmental stages of similarly adapted (4% O_2_-tolerant) AF that are either maintained in hypoxia or reverted to normoxia to identify the impact of oxygen deprivation on gene expression in AF. Here we show that the Wnt signaling pathway is a key factor involved in adaptation to hypoxia during development.

## Results

### Distribution of hypoxia-tolerance polymorphisms across the genome

The sequenced populations included one control (C) and two AF (H1, H2) samples with each sample consisting of 200 pooled genotypes. Assuming that emergence of the AF from the 3.5–4% O_2_ reproductive bottleneck implied a majority of AF had acquired a minimum set of required genetic changes, we employed a fine-grained analysis approach to identify genome-wide candidate genes. Specifically, we looked for polymorphisms fixed (≥90%) in H1 and H2 and rare (≤10%) in C at high-quality loci, defined in terms of coverage (≥10X) and Maq [9] reported base quality (≥20) and best read quality (≥40). Figure S2 provides an overview of the methodology employed. Approximately 50% of the euchromatin portion of the five major gene-bearing chromosomes (X, 2L, 2R, 3L, 3R; range 45.4–53.4%) met these criteria in the C dataset as well as in both H1 and H2 datasets and were analyzed for SNPs and small indels. A total of 2514 SNPs and 405 small indels distinguished H1 and H2 from C, of which 1940 SNPs and 283 indels were mapped to a total of 1072 FlyBase [10] extended genes (gene plus 2 kB up- and downstream; Table S1A. Tables of all SNPs and indels mapped to FlyBase genes are available upon request). Applying the same SNP selection criteria to the analyzable loci, we detected only a single locus fixed in one H population and rare in the other, for an estimated FDR of 4.0×10^−4^. Polymorphisms were identified in all gene regions (Figure 1A,B), though relatively fewer mapped to 3′UTR (SNPs, indels), and exons (indels) after normalizing for gene region size. Approximately half the indels and nearly two-thirds of SNPs mapped to the X chromosome after normalization for (euchromatin) chromosome size (Figure 1A, B). At all these polymorphic loci, the H1 and H2 sequences matched each other; this suggests that selection rather than mutation dominated during adaptation to hypoxia.

**Figure 1:**
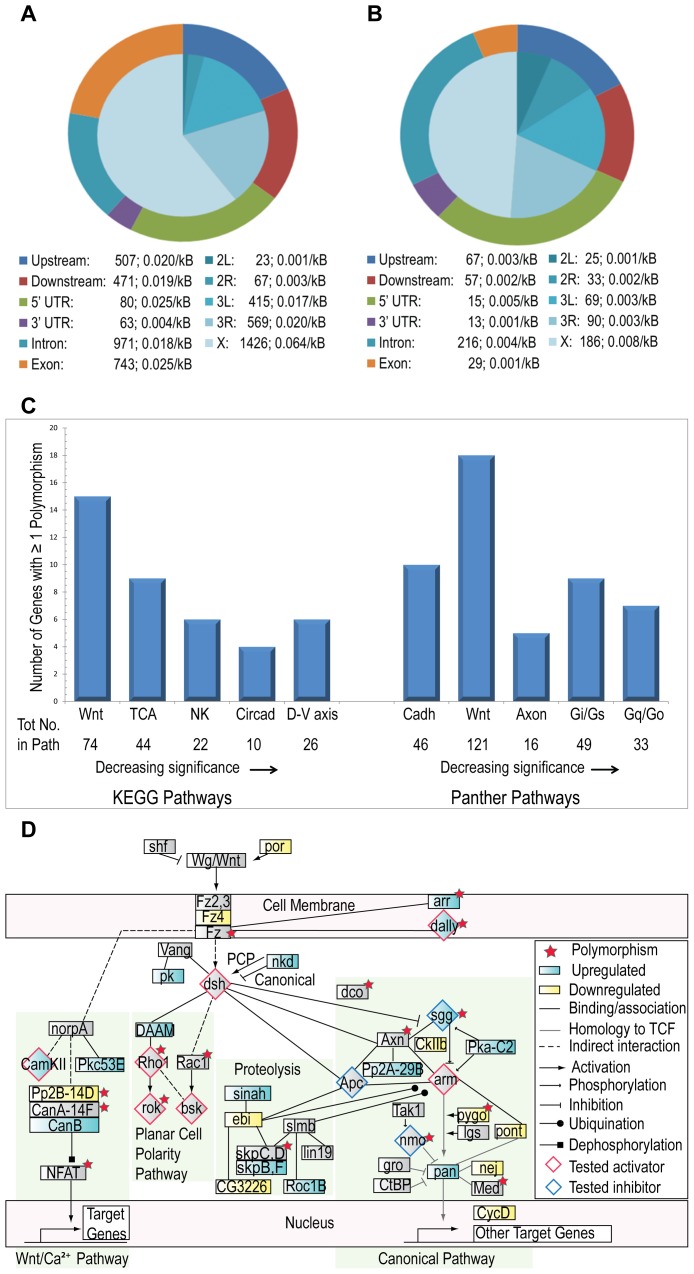
Polymorphisms identified in flies adapted to 4% O_2_ hypoxia. (A,B) Chromosome and gene region distributions of SNPs (A) or indels (B) were normalized to the size of (euchromatin) X chromosome or number of total intron loci, respectively. The legends specify the actual number of polymorphisms detected and polymorphisms/kB (euchromatin) chromosome or gene region. Not included are 14 SNPs that map to XHet, YHet or U/Uextra and 2 indels that map to U and Chromosome 4. (C) DAVID [11], [12]-identified KEGG [14], [15] and Panther [16] pathway enrichment of polymorphisms. The number of pathway genes with ≥1 polymorphism is plotted and the total number of pathway genes is indicated below each pathway name (TCA = Citrate, NK = NK cell mediated cytotoxicity, Circad = Circadian, D-V axis = Dorso-ventral axis formation, Cadh = Cadherin, Axon = Axon guidance (semaphorins), Gi/Gs = Gi/Gs mediated signaling, Gq/Go = Gq/Go mediated signaling). (D) The Wnt pathway was adapted from KEGG [14], [15] with additional interactors added. Genes with one or more fixed polymorphisms are indicated with a red star. Genes differentially expressed in post-eclosion AF maintained in 4% O_2_ are shaded in cyan (up-regulated) or yellow (down-regulated). Wnt pathway genes tested in genetic crosses are diamond-shaped; pathway activators are indicated by a red border and pathway inhibitors by a blue border.

### Hypoxia-tolerance polymorphisms are enriched for Wnt pathway genes

Functional enrichment analysis is a widely used approach for identifying biologically meaningful processes from high-throughput datasets. Many tools exist, and may be categorized [11] based on enrichment (i) of pre-selected genes that differ between experimental and control samples (SEA), (ii) by gene ranking of all assayed genes (GSEA), and (iii) through an extension of SEA that considers relationships between different annotation terms. Using DAVID [11], [12], a commonly employed annotation enrichment tool, analysis limited to the 99 genes containing non-synonymous coding region polymorphisms was unrevealing. However, analysis of genes with one or more polymorphisms across the extended gene region revealed most top-scoring GO-BP annotations to relate to development and morphogenesis. Lower scoring annotations included 11 genes related to oxidative phosphorylation, 45 genes related to oogenesis and 52 to cell cycle, including ATR homolog, mei-41, with 26 SNPs, which regulates a meiotic checkpoint during Drosophila oogenesis [13] (Table S1B). To account for effects of gene length on annotation enrichment, we calculated the expected (mean) frequency of polymorphisms across all *D. melanogaster* extended genes (µ = 0.024 polymorphisms/kB). Reanalysis of GO-BP annotation using only genes with > = 2 µ (N = 922) or > = 3 µ (N = 869) polymorphism/kB again identified many significant terms related to development and morphogenesis. Pathway analysis of genes with ≥1 polymorphism revealed the Wnt signaling pathway to be at or near the top of both KEGG [14], [15] (N = 15, p = 0.002) and Panther [16] (N = 18, p = 0.055) reported pathways (Figure 1C, Table S1C), a striking result, despite the borderline significance for the Panther pathway. The lesser enrichment significance of the Panther Wnt pathway may reflect inclusion of some genes peripheral to Wnt signaling per se, as Panther focuses on vertebrate pathways and infers shared roles among protein subfamily members, which the developers note may lead to over- or under-prediction for non-vertebrates [17]. We further confirmed KEGG Wnt-pathway enrichment by calculating the hypergeometric p-value for polymorphism enrichment (p = 4.56e–06; see Methods). Additional Wnt-pathway related genes were identified by comparing the list of polymorphic genes with (i) the set of *D. melanogaster* genes assigned a Wnt association by Gene Ontology [18], which added four genes, and (ii) the set of putative canonical Wnt-pathway regulatory genes identified by DasGupta in a genomic RNAi screen [19]. Of the 238 putative regulators identified in the latter screen, 207 were mapped to a total of 212 FlyBase genes, adding another 29 Wnt-related genes for a total of 56 genes among those identified as containing a polymorphism, The overlap between the polymorphic gene set and the DasGupta set was significant, with hypergeometric p-value  = 4.51E–04.

Tables S2A and S2B provide information regarding all SNPs and indels detected in Wnt pathway-associated genes and Table S2C summarizes data on coding region polymorphisms. Table S2D summarizes the number of polymorphisms observed for the 56 Wnt pathway-associated genes and their association (when known) with Wnt signaling. Although the majority of genes (38 of 56) had three or fewer polymorphisms in their analyzable euchromatin regions, four genes had ten or more polymorphisms: *sima* (19), *Smr* (15), *rok* (18) and *hang* (50). When adjusted for extended gene size (gene plus 21KB up- and down-stream), seventeen genes had ≥10 times the expected frequency (µ) of polymorphisms, and five genes had ≥0.9 polymorphisms/KB, or nearly 40 times the expected frequency: *Cby* (1.26), *CG7837* (0.92), *hang* (2.68), *Pp2B-14D* (0.93), and *rok* (1.10). Eighteen genes had one or more coding region SNPs, of which four genes had one or more non-synonymous SNPs: *CG11873* (3 NS), *sima* (1 NS), *pygo* (1 NS) and *hang* (2 NS). Although the majority of coding region SNPs were synonymous, there is recent evidence that a substantial percent of synonymous sites in *D. melanogaster* may evolve under strong purifying selections [20]. The identification of many genes within the Wnt pathway with a frequency of polymorphisms far in excess of the expected frequency suggests that adaptation to hypoxia specifically affects the Wnt signaling pathway.

### Differential gene expression is observed predominantly early after eclosion and requires a hypoxic environment

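Expression was measured in whole animals on 27 Affymetrix Dros2 arrays, 1 array for each pool of animals. C is the control population at 21% O2, H is the hypoxia-adapted population at 4% O2, and HR is the adapted population after 5 generations at 21% O2. Each population gave 3 replicate pools at each of 3 stages. A pool held 25 larvae of the third instar, or 25 females and 25 males taken shortly after eclosion or as adults of 7 to 9 d. The methods and the sample labels put the post-eclosion flies at 0.5 to 3 hr, and the results at 1 to 3 hr. The authors summarized each probeset as a Plier value on a linear scale. The median Plier value of an array lay between 72.3 and 101, and 51.7% to 56.2% of its probesets were at 64 or more. For the values given here, 16 was added to each Plier value before the log2 was taken, and no further normalization was applied. The 18769 Drosophila probesets were tested with limma, fitting the 9 arrays of a stage together with an intensity trend, and p-values were adjusted over all of them by the method of Benjamini and Hochberg. A probeset was called up- or down-regulated at an adjusted p under 0.01 with a mean Plier value of 64 or more in the baseline group, which is C, or HR where H is compared with HR. Genes are named only for the 13647 probesets that the platform annotation gives exactly 1 gene, apart from the probesets that Table S4 names. Gene lists were counted with 1 probeset per gene and tested as sets with camera at a preset correlation of 0.01 between genes. With the correlation estimated from the 9 arrays of a stage, the smallest adjusted p of any list was 0.414, also where every gene of a list was called. That setting therefore cannot tell lists that changed from lists that did not. Every adjusted p of a gene is from limma, and every adjusted p of a list is from camera unless another test is named. The lists, the comparisons, the alternatives and the rule for naming genes were set before the data were examined, apart from 1 fit with a covariate and a few genes that were chosen after their values were seen. Where every pool of a group was under 64, the change of a named gene is given as at least a fold, with those pools set to 64, and some list medians are also given with every value under 64 raised to 64. The number of arrays limits the precision. The median SD of a probeset between the pools of a group was 0.17 to 0.20 log2 units in larvae, 0.11 to 0.17 in post-eclosion flies and 0.09 to 0.10 in adults. In simulated data with the spread of these arrays, 43.3% of probesets changed by 1 log2 unit were called in larvae, 77.6% in post-eclosion flies and 94.0% in adults. Each probeset was simulated independently, without the differences between pools that many real probesets share. An exact permutation test of 3 pools against 3 cannot give a p below 0.1, so none is given for single genes.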

To determine whether there was physiologic evidence for Wnt pathway involvement, during development, in adaptation to 3.5–4% O_2_, we analyzed gene expression in 3^rd^ instar larvae, 1–3 hr post-eclosion flies and 7–9 d adults obtained from three populations: C, AF (“H”), and AF maintained at 21% O_2_ for five generations (“HR”). We included the latter population to investigate the relative contributions of genetics versus environment (hypoxia) to expression differences between C and AF. Expression values from Affymetrix Dros2 microarrays were obtained using Plier [21], and Vampire [22] was used to detect significant expression differences at 1% FDR (See Methods and Figure S3A). RT-PCR was performed on several genes, confirming their differential expression (See Text S1 and Figure S3B). 

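In larvae, Alp7, an alkaline phosphatase, rose from a mean Plier value of 85.4 ± 28.3 (SD, n = 3 pools) in C to 1169 ± 578 in H, a log2 fold change of 3.47 (standard error 0.35, adjusted p = 0.00583, limma). GstD10, a glutathione transferase, fell from 923 ± 418 in larval C to 92.0 ± 21.4 in larval H (log2 fold change −3.02, standard error 0.32, adjusted p = 0.00672). In post-eclosion flies, mat rose from 127 ± 5.74 in C to 1667 ± 315 in H (log2 fold change 3.54, standard error 0.20, adjusted p = 1.5e-05). The probeset of mat lay above C in both H and HR at every stage (log2 fold changes 0.78 to 3.54), with an adjusted p under 0.05 in 5 of 6 comparisons. It is the only probeset of the gene, so a sequence difference under its probes could not be judged. In adults, dj, a gene of the sperm tail, rose from 92.9 ± 42.3 in C to 957 ± 183 in H (log2 fold change 3.21, standard error 0.22, adjusted p = 5.4e-05).
Against C, limma called 5 probesets up-regulated and 6 down-regulated in larval H, 916 and 969 in post-eclosion H, and 82 and 79 in adult H. In HR the counts were 0 and 0 in larvae, 5 and 0 in post-eclosion flies, and 23 and 46 in adults. At an unadjusted p under 0.05, 1830 probesets differed from C in larval HR and 1293 in post-eclosion HR. With the spread taken from the expression level alone, 283 probesets were called up-regulated and 315 down-regulated in larval HR, and 159 and 258 in post-eclosion HR. The median log2 fold change in post-eclosion H was 0.67 for the up-regulated and −1.06 for the down-regulated probesets (−0.94 with values under 64 raised to 64, since 247 of the 969 were under 64 in every H pool). Median scaling of the arrays gave 797 up-regulated and 1280 down-regulated probesets in post-eclosion H (38.4% up-regulated against 48.6% without it), and quantile normalization gave 5 and 2 in larval H.
The counts in post-eclosion H moved with every pool left out. They were 982 up-regulated and 1638 down-regulated without C replicate 1, 153 and 286 without C replicate 2, 129 and 358 without C replicate 3, 80 and 234 without H replicate 1, 56 and 203 without H replicate 2, and 81 and 293 without H replicate 3. Of the 916 and 969 probesets, 39 and 190 were called in each of the 6 fits that left out 1 pool, mat among them. In larval H the counts were 5 and 3 without C replicate 1, 4 and 0 without C replicate 3, 2 and 0 without H replicate 1, 3 and 2 without H replicate 2, and 9 and 6 without H replicate 3. The call of Alp7 was kept only without H replicate 3 and that of GstD10 only without C replicate 1, with log2 fold changes of 3.10 to 3.84 and −3.44 to −2.73 over the 6 fits. In larval HR, 1 probeset was called up-regulated and 1 down-regulated without C replicate 1 and likewise without HR replicate 2, and 1 down-regulated without C replicate 2. In post-eclosion HR the counts were 2 and 0 without C replicate 1, 1 and 0 without C replicate 3, 1 and 0 without HR replicate 1, 6 and 3 without HR replicate 2, and 2 and 0 without HR replicate 3.

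**Figure D1:**
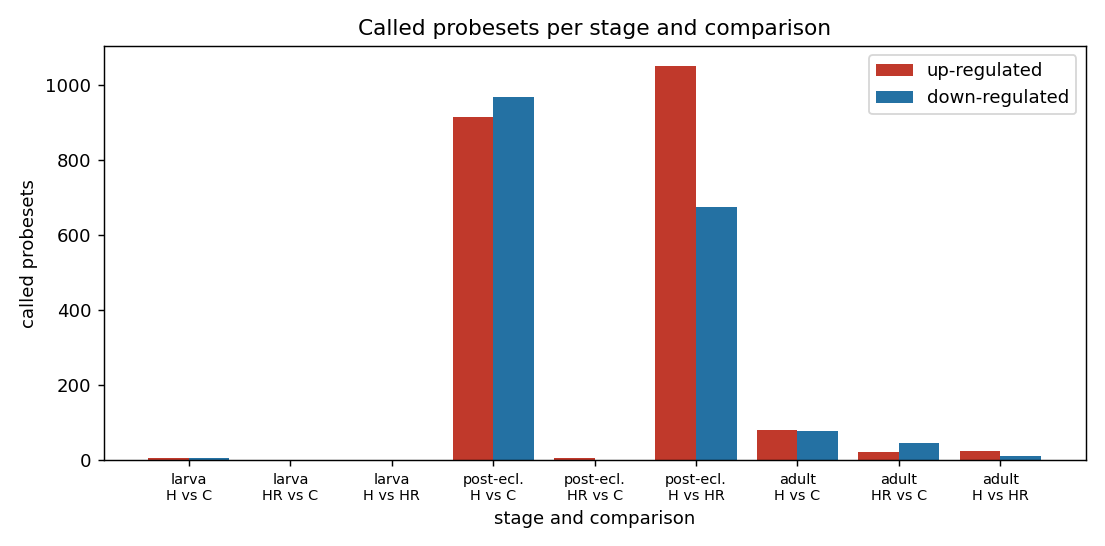
Number of probesets called up-regulated or down-regulated (adjusted p under 0.01, mean Plier value of the baseline group at 64 or more) in each of 9 comparisons, 3 pools per group. The bars of post-eclosion H against C and against HR reach 916 and 1052 up-regulated probesets, and no bar of the larval or adult comparisons passes 82.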

Table 1 summarizes the distribution of differentially expressed genes relative to control across the three developmental stages. (Tables listing all differentially expressed genes identified for the H and HR populations in the three developmental stages are available upon request.). 

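In adult HR, oxidoreductases were among the genes that fell against C. Antdh had a log2 fold change of −0.99 (adjusted p = 0.0015), hgo, an enzyme of tyrosine breakdown, of −0.96 (adjusted p = 0.00109), and the cytochrome P450 genes Cyp4d2 and Cyp6a13 of −0.93 and −0.87 (standard error 0.10 for both, adjusted p = 0.0015 and 0.00205). GstD9, a glutathione transferase, fell by 0.85 on the log2 scale (standard error 0.09, adjusted p = 0.00115), and smp-30 was at least 1.25-fold lower (adjusted p = 0.00131). The call of Cyp6a13 was lost without C replicate 3 and without HR replicate 3 (log2 fold change −0.93 to −0.82 over the fits that left out 1 pool), and those of the other 5 genes were kept in each fit.
Of 86 measured cytochrome P450 genes, limma called 0 up-regulated and 2 down-regulated in adult HR (4 down-regulated when adjusted over the list alone), and of 35 glutathione transferase genes 0 and 1 (1 and 2 when adjusted over the list alone). With the spread taken from the expression level alone, 8 P450 genes were up-regulated and 12 down-regulated in adult HR, and 3 and 2 transferase genes. Genes under 64 in every C pool, which the filter keeps from a call, were higher: with pools under 64 set to 64, Cyp12d1-d was at least 6.19-fold higher in adult HR (adjusted p = 2.2e-04) and GstD2 at least 3.15-fold (adjusted p = 1.7e-04), both noted after their values were seen. Cyp12d1-d also lay above C in HR at the other stages and in H at every stage. No serine peptidase of the gut (30 genes, trypsins and their relatives), antimicrobial peptide (15 genes) or peptidoglycan recognition protein or lysozyme (12 genes) was called in adult HR by limma. At an unadjusted p under 0.05, 9, 4 and 6 genes of these 3 lists differed. Adjusted over the list alone, 0 serine peptidases were called, while 2 antimicrobial peptide genes were down-regulated, and 2 genes of the third list were up-regulated and 1 down-regulated. With the spread taken from the expression level alone, 3 serine peptidases were up-regulated and 8 down-regulated, 1 antimicrobial peptide gene was up-regulated and 6 were down-regulated, and 3 and 3 of the third list. By camera none of these 5 lists differed from the other genes in adult HR (adjusted p = 0.913 for the P450 genes, 0.283 for the transferases, 0.99 for the serine peptidases, 0.286 for the antimicrobial peptides and 0.735 for the third list).
In adult H, ImpE2, a gene of imaginal disc eversion, was at least 2.15-fold lower (adjusted p = 0.00128). On the log2 scale narya had −1.73, GstD9 −0.86 and Cyp4d2 −0.89, and SPR, the receptor of the sex peptide, rose by 1.12 (adjusted p = 7.5e-04). Each of these calls was kept in the 6 fits that left out 1 pool. The counts in adult H were 42 up-regulated and 33 down-regulated without C replicate 2, 51 and 44 without C replicate 3, 54 and 58 without C replicate 1, 53 and 50 without H replicate 1, 26 and 29 without H replicate 2, and 41 and 60 without H replicate 3. In adult HR they were 18 and 23 without C replicate 2, 11 and 19 without HR replicate 1, and 8 and 21 without HR replicate 3.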

There are relatively few differences in adult and larva samples, except for down-regulated genes in adult HR, which largely mapped to annotations related to peptidase activity, oxidation reduction and host defense. Among the 48 down-regulated oxidation-reduction genes in HR were seven genes related to the electron transport chain, suggesting a possible response to “perceived” hyperoxia. 

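In adult HR, 59 of 60 measured subunits of the electron transport chain lay below C and 1 above, with a median log2 fold change of −0.18 (quartiles −0.25 and −0.13). All 16 measured subunits of ATP synthase lay below C (median −0.16), as did 15 of 15 genes of the citrate cycle (median −0.15). In adult H, 30 of the 60 subunits lay above C and 30 below. Limma called 0 genes of the 3 lists in adult HR. Adjusted over the list alone, 0 subunits of the electron transport chain, 4 of ATP synthase (down-regulated) and 0 genes of the citrate cycle were called. At an unadjusted p under 0.05, 36, 9 and 6 genes of the 3 lists differed, and with the spread taken from the expression level alone 18, 4 and 5 were called down-regulated and 0 up-regulated. As sets, the lists lay lower than the other genes by camera (adjusted p = 1.9e-14, 8.0e-06 and 5.1e-04), and none of these calls held with an estimated correlation (adjusted p = 0.711 for each). Genes of muscle structure also lay lower in adult HR, 22 of 22 below C with a median of −0.31 (0 called, 2 down-regulated when adjusted over the list alone, 14 at an unadjusted p under 0.05, 18 down-regulated with the spread taken from the expression level alone, camera adjusted p = 1.0e-07, adjusted p = 0.711 with an estimated correlation). So did 32 of 37 testis genes, with a median of −0.27 (camera adjusted p = 8.0e-06, adjusted p = 0.711 with an estimated correlation), among which dj rose, and 18 of 20 eggshell genes, with a median of −0.31 (0 called, also when adjusted over the list alone, 5 at an unadjusted p under 0.05, 16 down-regulated with the spread taken from the expression level alone, camera adjusted p = 0.00455, adjusted p = 0.711 with an estimated correlation, 0.224 without C replicate 1). Other lists lay higher than other genes in adult HR, with medians of 0.10 for DNA replication (camera adjusted p = 1.9e-04), 0.09 for the female germline (adjusted p = 2.5e-04), 0.06 for ribosome biogenesis (adjusted p = 0.00611) and 0.07 for the mitotic cell cycle (adjusted p = 0.00455), of which the last 2 were not called without HR replicate 1 and none with an estimated correlation. In larval HR, 3 of the lists that lay lower in adult HR went the other way. There 43 of the 60 subunits of the electron transport chain (median 0.13), 14 of 15 genes of the citrate cycle (median 0.17) and 14 of 22 genes of muscle structure (median 0.12) lay above C, and the lists were higher than other genes by camera (adjusted p = 8.5e-04, 5.3e-04 and 0.0195, and 0.811 for each with an estimated correlation). The first was not called without HR replicate 3, and the third without C replicate 2, HR replicate 1 or HR replicate 3. Limma called 0 genes of the 3 lists in larval HR, also when adjusted over the list alone, with 9, 4 and 4 at an unadjusted p under 0.05 and 0, 2 and 1 up-regulated with the spread taken from the expression level alone. The testis list, also lower in adult HR, averaged −0.797, 0.222 and 0.145 log2 units in larval HR replicates 1 to 3 relative to the mean of C.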

Differentially expressed genes shared by H and HR mapped to host defense and oxidation reduction, as well as xenobiotic metabolism; there was also a shared reduction in oogenesis-related genes in the post-eclosion stage (Table S3A). 

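In post-eclosion flies, Ser12, a serine peptidase, rose in both adapted populations, from a Plier value of 76.3 ± 10.1 (SD, n = 3 pools) in C to 196 ± 61.6 in H and 396 ± 57.3 in HR. Its log2 fold changes were 1.16 (adjusted p = 0.00548) and 2.15 (adjusted p = 0.00502). In adults, dj rose in HR as it did in H (log2 fold change 2.93, adjusted p = 1.9e-04). Cyp4d2, Cyp6a13 and GstD9, enzymes of xenobiotic metabolism, fell in both adult populations, with Cyp6a13 at −0.69 in adult H, while Cyp12d1-d was higher in both, at least 4.19-fold in adult H (adjusted p = 4.4e-04) and 6.19-fold in adult HR with pools under 64 set to 64, and was not called because its mean in C was under 64. The probeset of Cyp12d1-d lay above C in H and HR at every stage. It is the only probeset of the gene, so a sequence difference under its probes could not be told apart from a change in expression. Ace, the acetylcholinesterase, and Obp56d, an odorant binding protein, were also down-regulated in adult H and adult HR.
Called in both H and HR against C were 0 probesets in larvae, 5 up-regulated and 0 down-regulated in post-eclosion flies, and 23 up-regulated and 31 down-regulated in adults. Of the genes of female germline, eggshell and yolk proteins, none was called in post-eclosion HR by limma (2, 0 and 0 at an unadjusted p under 0.05; 2, 5 and 0 down-regulated with the spread taken from the expression level alone). Both comparisons use the same 3 C pools, so they are not independent. If the 2 sets of calls were independent, 0.185 up-regulated and 0.357 down-regulated probesets would be shared in adults. The log2 fold changes of H and HR had a correlation of 0.706 in larvae, 0.364 in post-eclosion flies and 0.528 in adults, where unchanged groups simulated with a shared control gave 0.502, 0.498 and 0.497 (covariance 0.0908, 0.0636 and 0.031 against 0.0225, 0.019 and 0.00667). The Ser12 call was lost in H without C replicate 2, C replicate 3, H replicate 1 or H replicate 2 (log2 fold change 1.00 to 1.42 over the fits that left out 1 pool), and in HR in each such fit except that without HR replicate 2 (2.05 to 2.25). The shared counts in adults fell to 14 and 11 without C replicate 2, 12 and 12 without H replicate 2, 10 and 13 without HR replicate 1, 15 and 26 without HR replicate 2, and 7 and 15 without HR replicate 3. They were 23 and 19 without C replicate 1, 18 and 19 without C replicate 3, and 18 and 18 without H replicate 1, and the probesets need not be the same ones.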

The large majority of significant expression differences were seen in post-eclosion H flies. 

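The H vs C difference was not the same at the 3 stages. Tested as the difference between the log2 fold changes of 2 stages, H vs C was higher in post-eclosion flies than in larvae for 594 probesets and lower for 1279, and higher than in adults for 179 and lower for 682. For HR vs C the same test gave 4 and 3 against larvae, and 2 and 0 against adults. Of the 594 and 1279, 58 and 158 probesets were under 64 in every larval H and C pool, where no change is measurable, and of the 179 and 682, 21 and 7 in every adult H and C pool. The yolk protein genes had a median difference of −3.53 against adults (camera adjusted p = 1.6e-09, adjusted p = 0.00573 with an estimated correlation). Of 30 serine peptidases of the gut, 19 were lower in this test against adults (median −2.36, −2.19 with values under 64 raised to 64, camera adjusted p = 2.1e-25, adjusted p = 0.0275 with an estimated correlation).
Post-eclosion H also differed from post-eclosion HR, the same population returned to 21% O2, by 1052 up-regulated and 674 down-regulated probesets (697 and 1075 with median scaling, 932 and 902 with quantile normalization). Of the 916 probesets up-regulated in post-eclosion H against C, 632 were also up-regulated against HR, 5 in post-eclosion HR against C, 1 in larval H and 32 in adult H, while 1 was down-regulated against HR and 2 in adult H. Of the 969 down-regulated, 598 were also down-regulated against HR, 0 in post-eclosion HR, 2 in larval H and 24 in adult H, while 1 was up-regulated in larval H and 13 in adult H. Of the probesets with a mean of 64 or more in C, 62.4% (6516 of 10451) had the 3 post-eclosion H pools all above or all below the 3 C pools, where chance gives 10%, against 20.1% in larval H, 23.9% in adult H and 10.1% in post-eclosion HR. The stage differences of H vs C ranged from 334 and 741 against larvae and 53 and 360 against adults, without post-eclosion C replicate 2, to 683 and 1956 and to 294 and 1419, without post-eclosion C replicate 1. The counts against HR were 49 and 168 without H replicate 1, 13 and 135 without H replicate 2, 59 and 190 without H replicate 3, 521 and 547 without HR replicate 1, 292 and 342 without HR replicate 2, and 404 and 335 without HR replicate 3.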

Figure 2A summarizes the main GO-BP annotations for differentially expressed genes in post-eclosion H flies. 

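Among the genes that rose in post-eclosion H were scyl, a hypoxia-induced inhibitor of growth, from a Plier value of 1977 ± 180 in C to 4244 ± 538 in H (SD, n = 3 pools, log2 fold change 1.09, standard error 0.14, adjusted p = 0.00135), and bnl, the FGF that guides tracheal branches, from 81.8 ± 14.7 to 164 ± 28.5 (log2 fold change 0.88, adjusted p = 0.00823). Hex-C, a hexokinase, rose from 1402 ± 159 to 2796 ± 152 (log2 fold change 0.99, adjusted p = 0.0029). The neuronal genes unc-13 (0.68, adjusted p = 0.00347), Rdl (0.78) and Sh (0.76) rose, and so did Zasp52 (0.59) and Obsc (0.80) of the muscle sarcomere. Lsp2, a storage protein of the larva, and Fbp1, a receptor for such proteins, rose by 3.22 and 3.94 on the log2 scale (adjusted p = 0.0021 and 0.00352).
Of 29 genes of tracheal tube development, 4 were up-regulated and 0 down-regulated (5 and 0 when adjusted over the list alone) and 25 lay above 0, with a median log2 fold change of 0.57 (camera adjusted p = 7.3e-06, adjusted p = 0.489 with an estimated correlation). Of 26 neuronal genes, 4 were up-regulated (9 when adjusted over the list alone) and 24 lay above 0 (median 0.48, camera adjusted p = 3.1e-06, adjusted p = 0.489 with an estimated correlation). Of 22 genes of muscle structure, 2 were up-regulated (3 when adjusted over the list alone) and 22 lay above 0 (median 0.18, camera adjusted p = 6.5e-05, adjusted p = 0.5 with an estimated correlation). Testis genes lay higher as well, 33 of 37 above 0 with 9 up-regulated (15 when adjusted over the list alone, with 1 down-regulated; median 0.36, camera adjusted p = 7.8e-08, adjusted p = 0.489 with an estimated correlation), while in post-eclosion HR 30 of the 37 lay below C (0 called, also when adjusted over the list alone, 9 at an unadjusted p under 0.05, 1 up-regulated with the spread taken from the expression level alone; median −0.10, camera adjusted p = 4.7e-04, adjusted p = 0.917 with an estimated correlation). Of 3 larval serum protein genes, 2 were up-regulated, as when adjusted over the list alone (median 3.94, 3.65 with values under 64 raised to 64, camera adjusted p = 0.00175, adjusted p = 0.489 with an estimated correlation). In whole flies the neuronal, muscle, testis and larval serum protein lists also serve as markers of tissue content and of age since eclosion. Regulation within a tissue cannot be told apart here from a change in tissue content or age.
In the 18 genes of the hypoxia response, 3 were up-regulated (4 when adjusted over the list alone) and 10 lay above 0 (median 0.09, camera adjusted p = 0.0627). Of 17 genes on the glycolysis list, Hex-C was up-regulated and AcCoAS, an acetyl-CoA synthetase outside glycolysis itself, down-regulated, also when adjusted over the list alone. The list had a median of 0.12 (camera adjusted p = 0.0384, 0.489 with an estimated correlation, 0.229 with quantile normalization). Without C replicate 2 and without H replicate 1 the glycolysis list was not called (largest adjusted p over the fits that left out 1 pool 0.0641). Of 15 genes on the citrate cycle list, 3 were down-regulated, Idh (−0.47), Mdh1 (−0.37) and PCB (−0.50), and 0 up-regulated (3 and 1 when adjusted over the list alone, median 0.09, camera adjusted p = 0.461). The list takes in related enzymes, and these 3 calls do not show a fall of the mitochondrial cycle itself. Of 60 subunits of the electron transport chain, 2 were up-regulated and 2 down-regulated, as when adjusted over the list alone, and 53 lay above 0 (median 0.11, camera adjusted p = 6.4e-05, adjusted p = 0.557 with an estimated correlation). Limma called 0 of 16 subunits of ATP synthase, also when adjusted over the list alone and with the spread taken from the expression level alone (1 at an unadjusted p under 0.05, median 0.07, camera adjusted p = 0.0914). Without C replicate 1, 4 tracheal, 11 neuronal, 5 muscle and 10 testis genes were up-regulated, and in each of the other 5 such fits 0 tracheal and neuronal genes, 0 or 1 muscle genes and 0 to 3 testis genes. Only the call of scyl among the genes named here was kept in each fit that left out 1 pool. Those of bnl, Hex-C, unc-13, Rdl, Sh and Mdh1 were kept only without C replicate 1. Those of Zasp52, Obsc, Idh, AcCoAS, PCB and Fbp1 were lost in at least 4 of the 6 fits, and that of Lsp2 without H replicate 1 and without H replicate 2.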

Up-regulated genes relate primarily to development and metabolism, the latter including processes which compensate for reduced aerobic glycoysis. 

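Genes of the cell cycle, DNA replication and DNA repair lay lower in post-eclosion H than in C almost without exception. CycB, a mitotic cyclin, fell from a Plier value of 3206 ± 1435 in C to 220.5 ± 16.6 in H (SD, n = 3 pools, log2 fold change −3.65, standard error 0.37, adjusted p = 4.4e-04). Mcm2, a subunit of the replicative helicase, had a log2 fold change of −1.51 (adjusted p = 0.00849), RfC3, a subunit of the clamp loader, of −1.15 (adjusted p = 0.00656), and lok, the checkpoint kinase Chk2 of the fly, of −2.98 (adjusted p = 0.00264).
Of 37 genes of DNA replication, 36 lay below 0 and 1 above, with a median log2 fold change of −0.93 (2 down-regulated, 5 when adjusted over the list alone, camera adjusted p = 1.1e-08, adjusted p = 0.496 with an estimated correlation). Of 49 genes of the mitotic cell cycle, 46 lay below 0 (median −0.90, 6 down-regulated, 20 when adjusted over the list alone, camera adjusted p = 2.8e-08, adjusted p = 0.51 with an estimated correlation). All 28 genes of DNA repair lay below 0 (median −0.89, 5 down-regulated, 18 when adjusted over the list alone, camera adjusted p = 2.8e-08, adjusted p = 0.489 with an estimated correlation). With values under 64 raised to 64 these 3 medians were −0.836, −0.755 and −0.686. None of the 3 lists was enriched among the called down-regulated genes (Fisher's exact test, adjusted p = 0.939, 0.637 and 0.358). With the spread taken from the expression level alone, 35, 35 and 23 genes of the 3 lists were called down-regulated, against 2617 of the 10451 probesets that could be called. No enrichment test is given for that setting. Genes of the female germline were lower in the same pools (median −1.61, −1.12 with values under 64 raised to 64), and so were 43 of 43 genes of ribosome biogenesis, with 14 down-regulated (25 when adjusted over the list alone; median −0.54, camera adjusted p = 4.3e-11, adjusted p = 0.489 with an estimated correlation). In larval H the direction was the other for 2 of these lists: 31 of 37 genes of DNA replication (median 0.18) and 35 of 43 of ribosome biogenesis (median 0.20) lay above C (camera adjusted p = 3.3e-04 for both, at most 0.0164 in the fits that left out 1 pool, 0.977 with an estimated correlation). Limma called 0 of them, also when adjusted over the list alone, with 7 and 8 at an unadjusted p under 0.05 and 2 and 2 up-regulated with the spread taken from the expression level alone.
Without C replicate 1, 28 genes of DNA replication, 33 of the mitotic cell cycle, 15 of DNA repair and 24 of ribosome biogenesis were down-regulated, and without any other pool 0, 1, 0 and at most 1. The C pools differed among themselves in these lists. Relative to their mean, the mitotic genes averaged −0.64, 0.40 and 0.23 log2 units in C replicates 1 to 3, where the H pools averaged −0.99, −1.20 and −0.93. The female germline genes averaged −0.50, 0.36 and 0.15 in the C pools, and −1.62, −1.66 and −1.50 in H. In a fit with the mean level of the female germline genes as a covariate, chosen after the data were seen, limma called 0 probesets up-regulated and 2 down-regulated in post-eclosion H, and 1565 of the 1885 called without it kept their direction. The lists of DNA replication, the mitotic cell cycle and DNA repair changed direction in that fit and lay higher in H than other genes (camera adjusted p = 8.2e-15, 1.7e-16 and 1.3e-05). The standard errors rose from a median of 0.137 to 0.25, and the covariate takes up much of the group difference, since the H pools (−1.66 to −1.50) lie apart from the others (−0.50 to 0.36). The call of CycB was kept in each fit that left out 1 pool, and those of Mcm2, RfC3 and lok were kept only without C replicate 1 (log2 fold change −1.86 to −1.30, −1.42 to −1.00 and −3.46 to −2.69).

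**Figure D2:**
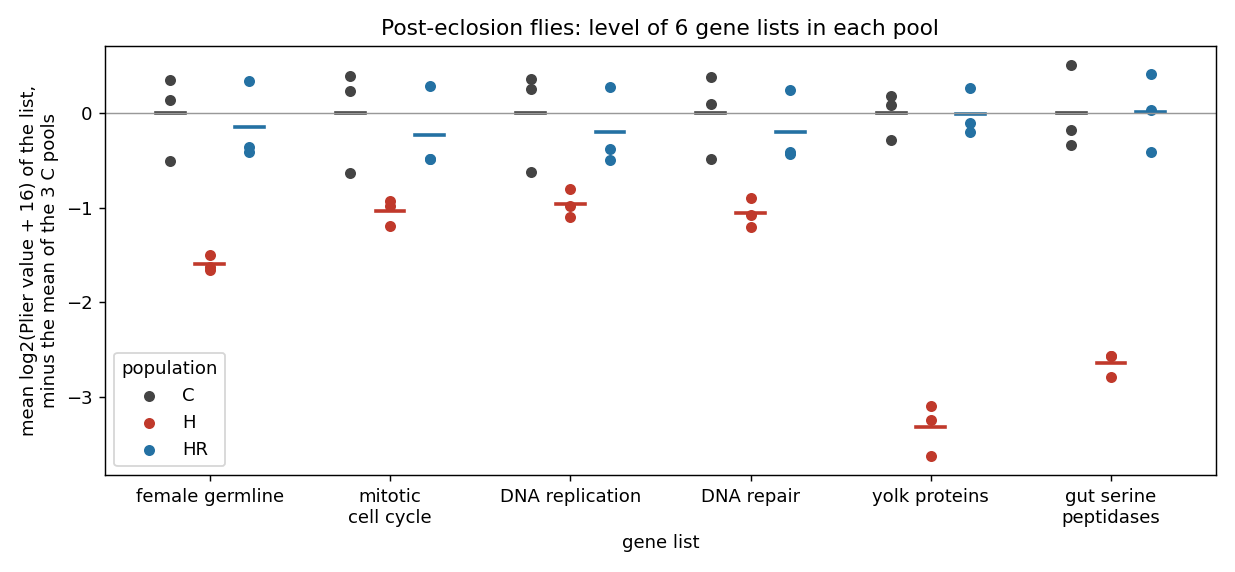
Mean log2(Plier value + 16) of the genes of 6 lists in each post-eclosion pool, minus the mean of the C pools, for C, H and HR (3 pools per group; bars mark the group means). The H pools lie at −1.62, −1.66 and −1.50 for the female germline, below the 3 C pools at −0.50 to 0.36.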

Down-regulated genes are highly enriched for DNA replication, cell cycle and DNA repair, contributing to the reduced size and delayed maturation observed in AF maintained at 5% O_2_ [7] and positing a reduced energetic investment in gametocyte production, as observed in a model of mitochondrial disease [23]. 

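In post-eclosion HR, genes of the mitotic cell cycle lay a little below C, 45 of 49 with a median log2 fold change of −0.22 (quartiles −0.35 and −0.07). So did 34 of 37 genes of DNA replication (median −0.21) and 28 of 28 genes of DNA repair (median −0.16). Limma called 0 genes of the 3 lists, also when adjusted over the list alone, and 0 differed at an unadjusted p under 0.05. With the spread taken from the expression level alone, 1 gene of the mitotic cell cycle was called down-regulated. As sets the lists were lower than other genes by camera (adjusted p = 0.00686, 0.011 and 0.0138), and none held with an estimated correlation (adjusted p = 0.917 for each). Each call was lost without C replicate 2, without C replicate 3, without HR replicate 1 and without HR replicate 3, with adjusted p up to 0.814, 0.81 and 0.84. The HR pools averaged −0.48, 0.29 and −0.48 log2 units for the mitotic genes relative to the mean of C. The time-series clustering by STEM was not repeated here.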

A more modest reduction in cell cycle genes was detected in HR flies using STEM [24] (Short Time-series Expression Miner) analysis (see Text S1 and Figure S3C), suggesting that the decreased DNA replication in AF may be at least partially genetic/epigenetic in origin. This could account for the reduction in oogenesis gene expression seen in both AF populations (Table S3A), reflecting polymorphisms detected in oogenesis and cell cycle genes (Table S1B).

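Genes of the ovary and of the yolk proteins, which are not made in the ovary alone, were lower in post-eclosion H. Vm34Ca, a protein of the vitelline membrane, fell from a Plier value of 5367 ± 3170 in C to 0.743 ± 0.977 in H (SD, n = 3 pools), at least 69.6-fold lower with the H pools set to 64 (adjusted p = 6.7e-05). The yolk protein gene Yp3 fell from 9000.5 ± 1114 to 621 ± 102 (log2 fold change −3.83, standard error 0.15, adjusted p = 3.4e-06). The oocyte gene osk fell from 2415 ± 530 to 319 ± 40.2 (log2 fold change −2.85, standard error 0.20, adjusted p = 6.7e-05), orb fell by 2.77 on the log2 scale, and yl, the yolk receptor, was at least 12.2-fold lower.
Of 52 genes of the female germline, 32 were down-regulated and 0 up-regulated in post-eclosion H (36 and 1 when adjusted over the list alone), the list was enriched among down-regulated genes (Fisher's exact test, adjusted p = 8.3e-20) and 42 lay below 0 (camera adjusted p = 4.6e-12, adjusted p = 0.489 with an estimated correlation). Of 20 eggshell genes, 8 were down-regulated, as when adjusted over the list alone, and 20 lay below 0 (median −3.92, −2.74 with values under 64 raised to 64, Fisher's exact test, adjusted p = 0.00302, camera adjusted p = 7.8e-08, adjusted p = 0.489 with an estimated correlation). All 3 yolk protein genes were down-regulated (camera adjusted p = 9.3e-06, adjusted p = 0.489 with an estimated correlation). In post-eclosion HR, limma called 0 genes of the 3 lists, also when adjusted over the list alone. The female germline genes had a median of −0.15 there with 37 of 52 below 0 (camera adjusted p = 0.173), the eggshell genes a median of −0.23 with 20 of 20 below 0 (camera adjusted p = 0.331), and the yolk protein genes a median of −0.01 (camera adjusted p = 0.932). The eggshell genes averaged −2.78, 1.64 and 1.14 log2 units in the C pools and −0.12, 1.40 and −2.52 in the HR pools relative to the mean of C, and −4.19, −4.17 and −4.15 in H, where 18 of the 20 were under 64 in every pool. Over the fits that left out 1 pool, 12 (without H replicate 1 or H replicate 2) to 37 (without C replicate 1) female germline genes and 4 (without H replicate 2) to 14 (without C replicate 1) eggshell genes were down-regulated, and 3 yolk protein genes in each. The calls of Vm34Ca, Yp3, osk, orb and yl were kept in each fit that left out 1 pool.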

**Figure 2:**
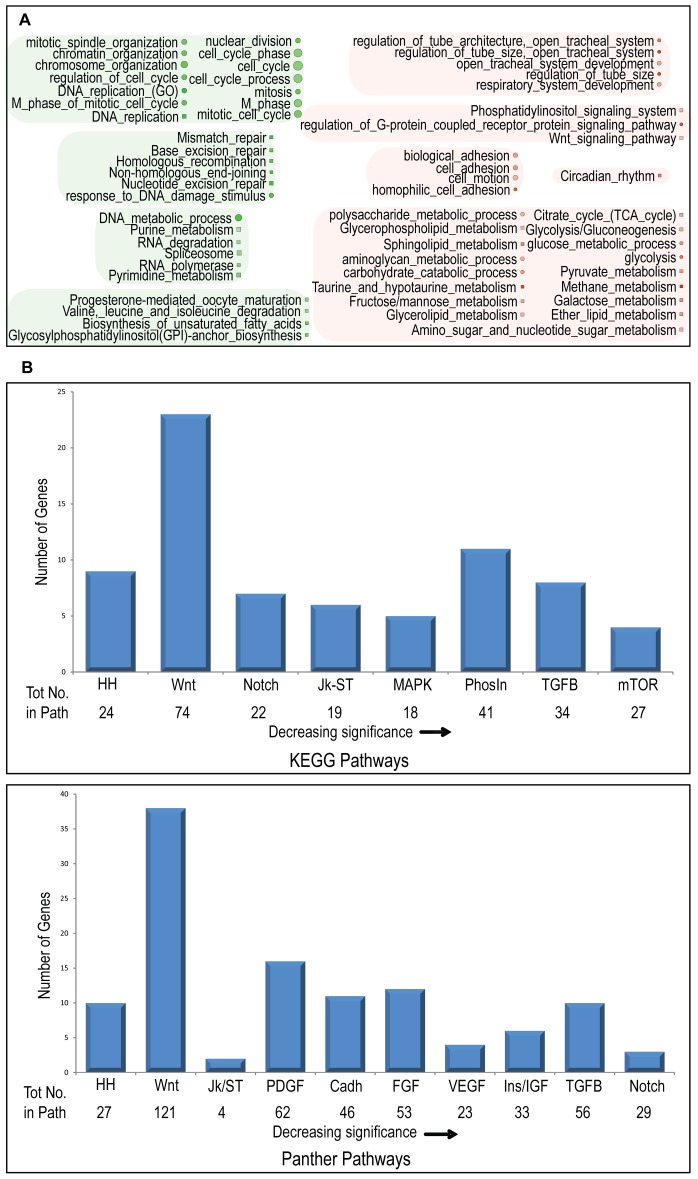
Functional analysis of post-eclosion HR differential expression. (A) The top-scoring KEGG (square) and GO-BP (circle) annotations for up- and down-regulated genes are shown. Down-regulated genes are colored green and are highly enriched for DNA replication, cell cycle and DNA repair. Up-regulated genes are colored red and relate primarily to development and metabolism. In both cases, more intensive color indicates greater fold-enrichment [ranges: (−1.36)–(−4.61); 1.57–4.84] and size reflects the number of genes identified (4–195). (B) DAVID [11], [12]-identified KEGG [14], [15] and Panther [16] signaling pathway enrichment of genes differentially expressed in post-eclosion AF. The number of differentially expressed pathway genes is plotted and the total number of pathway genes is indicated below each pathway name (HH = Hedgehog, Jk-ST = Jak-STAT, PhosIn = Phosphatidylinositol, TGFB = TGF-beta, Cadh = Cadherin, Ins/IGF = Insulin/IGF).

**Table 1:** Summary of Gene Expression Differences by Developmental Stage.

Comparison^1^	Adult	Post-Eclosion	Larva
Number Up-regulated			
H *vs* C	339	2149	198
HR *vs* C	207	56	142
H-HR Common	117	45	83
Number Down-regulated			
H *vs* C	342	1992	233
HR *vs* C	616	75	151
H-HR Common	200	52	102

1- Data reflect genes significant using a FDR 1% cutoff, for which the mean Control expression ≥64.

### The Wnt pathway is highly represented among differentially expressed genes

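In post-eclosion H, genes of 2 further signaling pathways changed in both directions. In the Notch pathway, Kaz-m1 fell by 1.60 on the log2 scale (adjusted p = 0.00195) and O-fut1, which modifies the Notch receptor, by 1.35 (adjusted p = 0.00932), while mam, a coactivator of Notch, rose by 0.81 (adjusted p = 0.00826). In the Toll and Imd pathways, cact, the inhibitor of Dorsal, rose by 0.66 (adjusted p = 0.00352), and cad fell by 1.30 (adjusted p = 0.00707). These are 1 up-regulated and 2 down-regulated of 22 genes of the Notch pathway (2 and 3 when adjusted over the list alone), and 1 and 1 of 21 genes of the Toll and Imd pathways, as when adjusted over the list alone. Neither list was enriched among called genes (Fisher's exact test, adjusted p = 0.983 and 0.859) or shifted against other genes by camera (adjusted p = 0.463 and 0.956). The calls of mam, O-fut1 and cad were kept only without C replicate 1, that of Kaz-m1 was lost without H replicate 1 and without H replicate 2, and that of cact without C replicate 2, H replicate 1, H replicate 2 or H replicate 3. With median scaling mam was not called.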

Pathway analysis of the post-eclosion H set of differentially expressed genes identified several developmental/signaling pathways showing multiple gene involvement (Figure 2B, Table S3B). 

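On 4 lists of Wnt pathway genes, gish, a casein kinase, rose in post-eclosion H with a log2 fold change of 0.71 (adjusted p = 0.00127), as did the ubiquitin ligase genes sinah (0.46) and Cul1 (0.38), the formin DAAM of planar cell polarity (0.94, adjusted p = 0.0015), and the protein kinases C Pkcdelta (1.03, adjusted p = 0.0069) and Pkc53E (0.60). pont, a cofactor of β-catenin, fell by 0.73 (adjusted p = 0.00529). These are 6 up-regulated and 1 down-regulated of 65 measured genes on 4 lists: ligands and receptors, canonical core, planar cell polarity and calcium (7 and 1 when adjusted over the list alone). Of the 57 genes that could pass the filter 12.3% were called, against 18.3% of the 8772 genes with a mean of 64 or more in C (1607 called). This is no enrichment among the matched genes (Fisher's exact test, p = 0.303). Only 30 of 44 entries of the canonical core and 12 of 18 of planar cell polarity were matched to a probeset. The share does not count sgg, dally, pan and pk, which were called on probesets that Table S4 names, so it may be too low for the pathway. By camera, the calcium list lay higher than other genes (2 of 14 up-regulated, 7 and 1 down-regulated when adjusted over the list alone; median 0.40, adjusted p = 0.00159, adjusted p = 0.489 with an estimated correlation). The canonical core (30 genes, 3 up-regulated and 1 down-regulated, 4 and 1 when adjusted over the list alone; adjusted p = 0.975), planar cell polarity (12 genes, 1 up-regulated, also when adjusted over the list alone; adjusted p = 0.0503) and ligands and receptors (9 genes, 0 called by limma, also when adjusted over the list alone; 5 at an unadjusted p under 0.05, 2 up-regulated and 1 down-regulated with the spread taken from the expression level alone; adjusted p = 0.493) were not called. In HR limma called 0 of the 65 genes, with 4 at an unadjusted p under 0.05. The count in H was 9 and 6 without C replicate 1, 2 and 0 without C replicate 2, C replicate 3, H replicate 1 or H replicate 3, and 1 and 0 without H replicate 2, where DAAM alone was called. With median scaling it was 4 and 3, and with quantile normalization 5 and 2.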

While no KEGG or PANTHER signaling pathway was significantly enriched, the Wnt pathway ranked second according to both pathway databases and together they identified a total of 30 up-regulated and 22 down-regulated Wnt pathway genes. GO-BP identified an additional 10 up-regulated and 6 down-regulated genes. Table S4 summarizes the expression changes observed and the Wnt pathway association for these 68 genes. 

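Among the genes of Table S4, pk of planar cell polarity rose in post-eclosion H with a log2 fold change of 1.13 (adjusted p = 0.00423), and sgg, the kinase of the destruction complex, rose on 2 probesets, by 0.73 (adjusted p = 0.00329) and 0.67 (adjusted p = 0.00556). SoxN (0.96) and ft, a cadherin (0.92, adjusted p = 0.00778), also rose. Rfabg, an apolipoprotein, fell by 1.66 and dom by 1.36 on the log2 scale. CkIIbeta, the regulatory subunit of casein kinase 2, was at least 1.85-fold lower on 1 probeset (adjusted p = 0.00157) and was not called on another (−0.59, adjusted p = 0.0105).
The table names 72 probesets of 68 genes, and each fold recomputed from the Plier values was within 1e-04 of the printed one. All 72 had the direction the table gives, with log2 fold changes of −1.66 to 1.13 and medians of 0.59 for the 42 listed as up-regulated and −0.72 for the 30 listed as down-regulated. Limma called 21 up-regulated and 5 down-regulated (38 and 15 when adjusted over the list alone), which are 25 genes, and 64 had an adjusted p under 0.05. The paper chose this list on these samples, so its direction is not independent evidence. In HR against C limma called 0 of the 72, 0 were at an unadjusted p under 0.05, and 59 had the direction of H. Both comparisons use the same C pools, and the list was chosen on H against C. The 59 therefore do not show that HR keeps the pattern of H. In H against HR, 12 were up-regulated and 4 down-regulated. With median scaling 14 were called up-regulated and 10 down-regulated against C, with quantile normalization 19 and 8, and with the spread taken from the expression level alone 42 and 29. The counts were 21 and 21 without C replicate 1, 2 and 1 without C replicate 2, C replicate 3, H replicate 1 or H replicate 3, and 1 and 1 without H replicate 2. The calls of pk, SoxN, ft, Rfabg, dom and sgg were kept only without C replicate 1, and that of CkIIbeta in each fit. The paper reasons that finding many differentially expressed Wnt pathway genes backs its genomic analysis, and thereby gives additional justification to test by experiment whether Wnt signaling has a role in the adaptation to hypoxia.

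**Figure D3:**
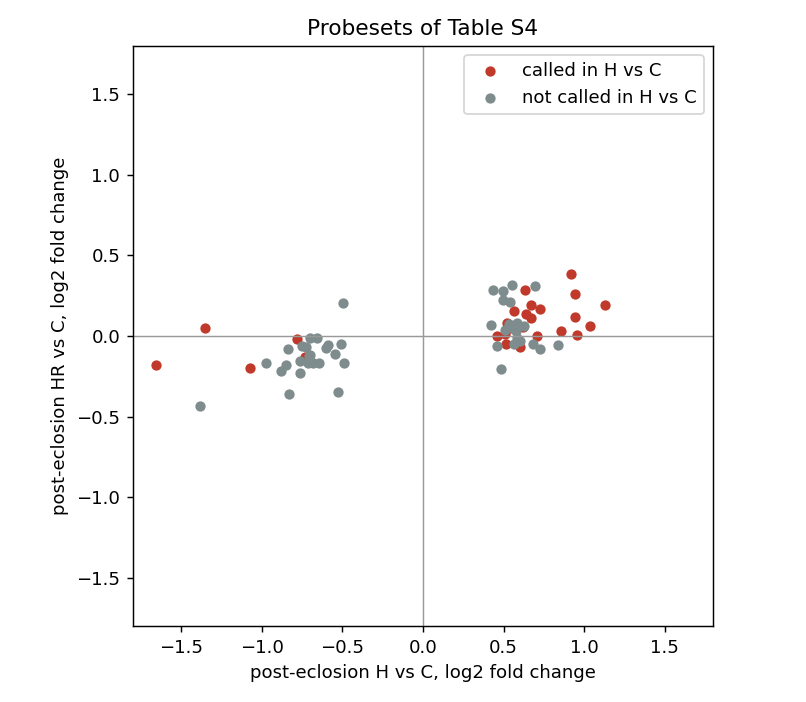
Log2 fold change of post-eclosion H vs C (horizontal axis) and of post-eclosion HR vs C (vertical axis) for the 72 probesets of Table S4, each a point and coloured by whether it was called in H vs C (26 points, 21 up-regulated and 5 down-regulated). Points spread from −1.66 to 1.13 for H and from −0.44 to 0.38 for HR. Both axes use the same C pools, so the 2 values of a point are not independent.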

We consider the identification of numerous differentially expressed Wnt pathway genes to support the genomic analysis and thereby provide additional justification to investigate experimentally whether Wnt signaling plays a role in adaptation to hypoxia.

### Genetic upregulation of Wnt pathway signaling increases *Drosophila* eclosion under hypoxia

Wnt signaling consists of at least three pathways which control a variety of developmental processes: Canonical (activates transcription via *β-catenin*/*arm* stabilization), Planar Cell Polarity (PCP), and Wnt/Ca^++^ signaling pathways [25], [26], [27]. Figure 1D highlights core Wnt pathway genes displaying polymorphisms and/or post-eclosion differential expression. Although polymorphisms and gene expression differences are seen in all three of these pathways, the canonical pathway is best described and has been implicated in several human disorders, including colorectal and other cancers [28], [29], [30]. 

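Table S4 assigns 44 probesets to the canonical pathway alone, 23 listed as up-regulated and 21 as down-regulated in post-eclosion flies. Limma called 13 of them up-regulated and 4 down-regulated. gskt, a second kinase of the Shaggy family, rose by 0.62 on the log2 scale, and spen, a nuclear cofactor, by 0.52. Of this group pygo, a coactivator of β-catenin, did not pass the test (log2 fold change −0.53, adjusted p = 0.0967). Nor did the inhibitor nkd, given to the canonical and planar polarity pathways (0.53, adjusted p = 0.029), or the receptor fz4, given no pathway in the table (−0.72, adjusted p = 0.0646). Of 4 probesets given to planar cell polarity alone 2 were up-regulated, and of 6 given to the calcium pathway 2, while CaMKII had 0.51 (adjusted p = 0.0393). The calls of gskt and spen were kept only without C replicate 1 among the 6 fits that left out 1 pool.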

The gene expression changes observed in the post-eclosion AF provide evidence for both activation and suppression of the canonical pathway. This is not surprising given that regulation of Wnt signaling is tissue- as well as time-dependent and the expression changes observed represent a mixture of fly tissues. We noted that the canonical pathway co-receptors *arr* and *dally* were both up-regulated and, in the presence of Wnt signaling up-regulation of the *Tcf* homolog, *pang*, which otherwise may inhibit Wnt target gene expression [30], would potentiate the pathway. 

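dally rose in post-eclosion H, from a Plier value of 929 ± 87.8 in C to 1377 ± 85.0 in H (SD, n = 3 pools), a log2 fold change of 0.56 (standard error 0.12, adjusted p = 0.00912). pan, the Tcf homolog, rose from 67.7 ± 14.8 to 143.8 ± 13.0 (log2 fold change 0.95, standard error 0.16, adjusted p = 0.00423). arr had 211.8 ± 1.33 in C and 289.7 ± 20.6 in H, a log2 fold change of 0.42 (standard error 0.11) that did not pass the test (adjusted p = 0.0168). In HR the 3 genes had log2 fold changes of 0.16 (adjusted p = 0.88), 0.26 (adjusted p = 0.826) and 0.07 (adjusted p = 0.943). Against HR, H had 0.41 for dally (adjusted p = 0.0348) and 0.68 for pan (adjusted p = 0.0142). The call of dally was lost with quantile normalization, with median scaling and in each fit that left out 1 pool except that without C replicate 1 (0.50 to 0.63). That of pan was lost in each of the 6 such fits (0.86 to 1.09), without C replicate 1 (adjusted p = 0.00235) only because the mean of C was then under 64, and arr was called in none of them (0.37 to 0.46).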

We therefore genetically manipulated the canonical pathway using the Gal4-UAS system [31] to determine whether Wnt activation would affect the ability of naïve or unadapted flies to tolerate a 5% O_2_ environment. A 5% O_2_, rather than 4% O_2_, environment was selected based on our experience that the former presents a hypoxic stress severe enough to restrict eclosion of control flies but not so severe as to preclude an impact by single gene effects. After two days at 21% O_2_ for egg-laying, adults were removed and culture tubes were transferred to a controlled 5% O_2_ chamber. After 3–4 weeks, we assessed hypoxia tolerance by measuring the rate of adult eclosion, the stage in development we have found most sensitive to hypoxia. Successful eclosion is thus a key step in adaptation to chronic hypoxia, and improved eclosion rates increase the odds of producing sufficient progeny to perpetuate the adapting population. We selected for study those genes that were available as homozygous UAS strains and that represented strategic locations within the Wnt pathway; fly strain information is provided in Table S5A and experimental details in Table S5B.

We initially focused on altering gene expression in neurons, a target tissue for hypoxia rescue in *C elegans* [32]. Figure 3A shows the results of overexpression of canonical Wnt pathway activators *arm* and *dally*. The data show that activation of canonical Wnt signaling in neurons leads to significantly increased adult eclosion. Mean eclosion rates for parental lines were significantly lower than rates for their respective cross progenies, with p-values ≤3×10^−5^.

**Figure 3:**
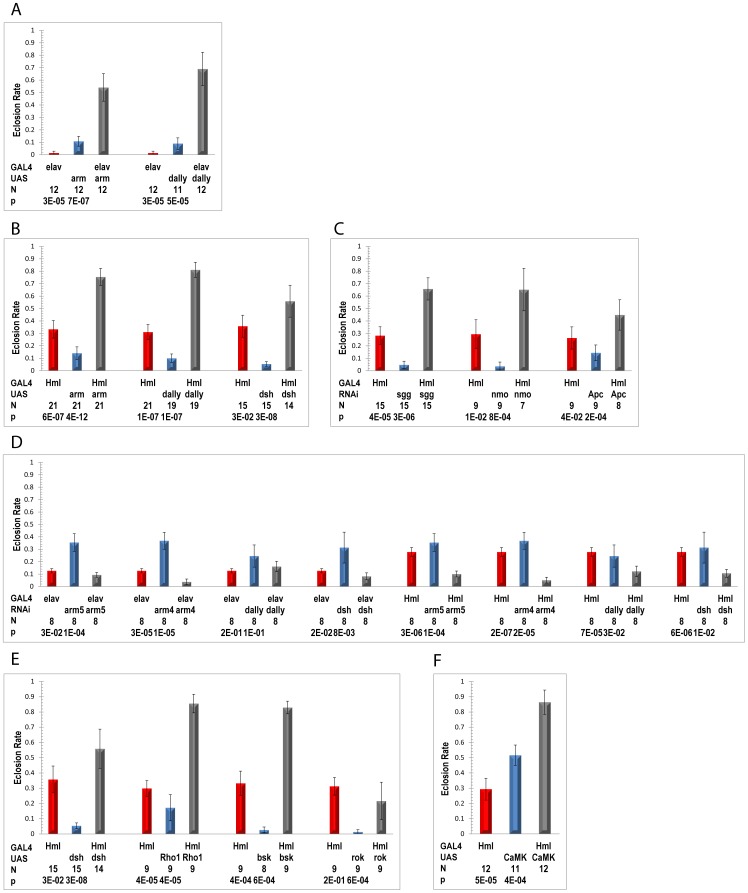
Wnt pathway activation increases adult eclosion rate of flies grown in 5% O_2_. (A–F) Number of replicates (N), each with ≥15 pupae, is indicated below each strain description. Eclosion rate for each cross is compared with that of its respective, concurrently tested parental strains using Wilcoxon test (5% experiments) or Welch t-test (6% experiments). Bars represent mean ±1.96 SEM (95% C.I) (See Methods and Table S5B for details). Eclosion rates in 21% O_2_ are generally >90%. (A) Neuron-specific overexpression of canonical pathway activators *arm* and *dally* driven by *elav*-GAL4. (B) Hemocyte-specific overexpression of canonical pathway activators *arm*, *dsh* and *dally* driven by *Hml*-GAL4. (C) Hemocyte-specific knockdown of canonical pathway inhibitors *sgg*, *nmo* and *Apc* driven by *Hml*-GAL4. (D) Neuron or hemocyte-specific knockdown of canonical pathway activators, *arm*, *dsh* and *dally* driven by *elav*-GAL4 or *Hml*-GAL4, respectively. Two different Rnai stocks, designated as arm5 and arm4, were used to test *arm*, the key mediator of the Wnt canonical pathway (See Table S5A). (E) Hemocyte-specific expression of PCP pathway activators *dsh* (also a canonical pathway activator), *Rho1*, *bsk*, and *rok* driven by *Hml*-GAL4. (F) Hemocyte-specific expression of Wnt Ca++ pathway activator *CaMKII* driven by *Hml*-GAL4.

Hemocytes, the Drosophila counterpart of mammalian monocytes, produce several antimicrobial peptides (AMP) as well as release *Spz* to activate Toll signaling in the fat body [33], and play a key role in tissue remodeling during metamorphosis by removing apoptosing larval tissues [34]. In addition, there has been evidence for an interaction between hypoxia responsiveness and the immune system [35]. Given the shared differential expression of defense-related genes by AF populations, both those maintained in hypoxia and those reverted to normoxia, and results from our laboratory showing a role for hemocytes in severe hypoxia [36], we next asked whether Wnt activation in hemocytes might also impact hypoxia tolerance. In addition to the genes studied in neurons, we tested the effect of *dsh* overexpression, and knockdown of *sgg*, *apc* and *nmo*, using the larval hemocyte driver, *Hml*-Gal4. Figures 3B and 3C show, respectively, that canonical pathway activator overexpression and inhibitor knockdown in hemocytes also leads to significantly increased adult eclosion, with p-values of cross progenies *vs* parental strains ranging from 4×10^−2^ to 4×10^−12^. Conversely, we show that knockdown of pathway activators *arm, dsh and dally* in hemocytes, and of *arm* and *dsh* in neurons, leads to a significant reduction in eclosion rate in 6% O_2_ relative to both parental strains (Figure 3D; p-values ranging from 3×10^−2^ to 2×10^−7^).

Using the *Hml*-Gal4 driver, we also studied the effect of overexpression of several PCP pathway genes and a Wnt Ca^2+^ pathway gene. As shown in Figure 3E, overexpression of *Rho1* and *bsk* (Jnk), in addition to *dsh*, but not *rok*, were associated with significantly increased adult eclosion, with p-values ranging from 3×10^−2^ to 3×10^−8^. In addition, overexpression of *CaMKII* (Figure 3F) increased adult eclosion in 5% O_2_ (p≤4×10^−4^). Figure 1D indicates the location within the Wnt pathways of the genes studied. Although several Wnt pathway genes participate directly or via cross-talk with other signaling pathways, the fact that eclosion rate is increased by activation of these pathways at multiple sites provides strong support that activation of Wnt signaling per se increases hypoxia tolerance.

In contrast with the effect of Wnt signaling on hypoxia tolerance during development, and in agreement with an absence of Wnt pathway gene overexpression in the hypoxia-tolerant adults, we did not find evidence that overexpression of *arm* in hemocytes or neurons increases adult short-term tolerance of anoxia or hypoxia. In particular, F1's did not recover from anoxic stupor faster than both parental lines (see Text S1 and Figure S4), and did not demonstrate consistently better activity in 2% O_2_ (see Text S1 and Supplementary Movies S1 and S2). 

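In adult H, arr had a log2 fold change of 0.01 (adjusted p = 0.971), dally of 0.14 (adjusted p = 0.548) and pan of 0.14 (adjusted p = 0.661). The 2 probesets of sgg had 0.01 and 0.11, and gish had −0.03. Limma called 0 of the 72 probesets of Table S4 in adult H, with 14 at an unadjusted p under 0.05 and 46 in the direction of post-eclosion H. It also called 0 of the 65 genes on the 4 Wnt lists, also when adjusted over the list alone, with 12 at an unadjusted p under 0.05. With the spread taken from the expression level alone, 3 of the 65 were called up-regulated and 1 down-regulated. In larval H, 4 of the 72 and 5 of the 65 were at an unadjusted p under 0.05, and limma called 0.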

A similar disparity between eclosion rate and recovery from anoxia was observed among the 27 isogenic parental lines used in selection of the hypoxia-tolerant flies (Figures S1 and S2 in reference 6).

## Discussion

Recent work describes at least two points of intersection between hypoxia and Wnt signaling. In colon carcinoma lines, hypoxia (1% O_2_) causes *HIF-1α*, the major regulator of the transcriptional response to hypoxia [37], [38], [39], to compete with *TCF-4* for binding to *β-catenin*; this causes an increase in *HIF-1α*-mediated transcription while decreasing *TCF-4* mediated transcription [40], which the authors suggest promote survival and adaptation to hypoxia and contribute to the cell cycle arrest induced by hypoxia, respectively. In contrast to its effect on differentiated cells, hypoxia, acting via *HIF-1α*, has been reported to enhance canonical Wnt signaling in embryonic stem cells and neural stem cells, promoting stem cell proliferation and Wnt-regulated differentiation [41], [42]. In this work, we demonstrate a new mechanism of hypoxia adaptation, involving Wnt pathway activation, which promotes hypoxia tolerance during fly development.

Although normal adult flies are relatively tolerant to hypoxia and able to survive in 5-6% O_2_, we have observed that two stages in the developmental cycle are particularly vulnerable to hypoxia – hatching of the embryo into the first instar larva, and adult eclosion from pupae. Acquisition of the ability to transit these stages under reduced O_2_ requires changes in signaling and gene expression that precede these developmental landmarks, and enable the developing fly to match the energy requirements of eclosion with the energy available to it in its hypoxic environment. An improvement in the rate of adult eclosion in 5% O_2_ was detected upon selectively activating Wnt pathway signaling in two different cell types, neurons and hemocytes. Conversely, knockdown of Wnt pathway activators reduced the eclosion rate in 6% O_2_ in these two cell types.

Given the vulnerability of brain tissue to an inadequate oxygen supply, neurons are a classic target for studies of hypoxia rescue [32]. Our results demonstrate that neuron-specific overexpression of Wnt canonical pathway activators leads to a significant increase in adult eclosion rates. It is possible that alterations in the number and type of neurons produced as a result of hypoxia-stimulated Wnt signaling [42] may contribute to the observed increased ability to survive in a hypoxic environment. Regardless, our ability to increase hypoxia tolerance by activating canonical Wnt signaling exclusively in neurons raises the possibility of targeting this pathway in solid brain tumors where cells differentiate and proliferate under severely hypoxic conditions.

We have also shown that activation of the Wnt canonical or PCP pathway in hemocytes promotes increased adult eclosion in 5% O_2_. Although host defense and innate immunity have been linked to hypoxia [35], it is possible, given their critical role in morphogenesis [34], that hemocyte physiology is specifically targeted. In this regard, canonical Wnt signaling has been shown to maintain hemocyte precursors both directly by preventing their differentiation, and indirectly by promoting proliferation and maintenance of cells in the hematopoietic microenvironment that maintain precursor stemness [43]; more prolonged precursor status would allow for increased rounds of replication and eventual increased hemocyte numbers. Noncanonical Wnt signaling also impacts the hemocyte population, as *Rac1* overexpression, acting via *bsk,* was shown to increase the number of circulating hemocytes by mobilizing the sessile hemocyte population [44]; Rac1 also increases canonical Wnt signaling by promoting *arm* nuclear translocation, either directly or by activated *bsk* phosphorylation of *arm* [45]. Finally, *Rac1* and *Rho1* GTPases, which both help regulate shape and migration of Drosophila hemocytes [46], can reciprocally induce each other: *Rac1* acting via *bsk*, and *Rho1* acting via *dia* [47].

In our earlier study, we identified Notch signaling as important to the development of hypoxia-tolerance [5]. Numerous studies have noted that Notch-canonical Wnt cross-talk may be antagonistic or cooperative, depending on the cellular/developmental context [48], [49], [50], [51], [52], [53], [54], [55]. Given the diversity and ubiquity of interactions between Notch and Wnt in development and disease, it has been proposed that Wnt and Notch signaling comprise an integrated cellular system (Wntch) to exert mutual control in the determination of cell fate [54]. Depending on the tissues and developmental stages during which changes in Notch and/or canonical Wnt signaling act to promote hypoxia tolerance, either pathway might be activated or repressed, with the two pathways cooperating or antagonistic.

An extensive literature documents the central role HIF-1 plays in fostering hypoxia tolerance in adult organisms [37], [38], [39], and more recently positive allele selection of several HIF-1 pathway genes has been identified in Tibetans adapted to high-altitude residence [56], [57]. Here we highlight the importance of changes during development for adaptation to chronic hypoxia by integrating an analysis of genomic changes identified in flies adapted to 4% O_2_ with a transcriptomic analysis at three developmental stages. The observation, that Wnt pathway proteins figure prominently among both post-eclosion differentially expressed genes and genes with ≥1 polymorphisms, led to our hypothesis concerning its role in hypoxia tolerance. We validated our hypothesis through genetic cross experiments, demonstrating that Wnt signaling plays a significant role in evolution towards a hypoxia tolerant phenotype in flies. Several studies suggest that our results are relevant for tumor adaptation to hypoxia. It has long been known that Wnt pathway-activating mutations occur in numerous tumor types, most notably colorectal cancer [58]. More recently, interactions between HIF-1 and β-catenin identified in a variety of cancers under hypoxic conditions have been found to promote tumor cell protection, progression, and metastatic potential [59], [60], [61], amplifying the interest in Wnt signaling as a therapeutic target for cancer [62], [63], [64].

## Materials and Methods

### Drosophila stocks and cultures

*Elav* and *Hml* GAL4 driver lines and UAS-expressor lines (*arm*, *dsh*, *dally*, *Rho1*, *bsk*, *rok*, *CaMKII*) were obtained from Bloomington Drosophila Stock Center (http://flystocks.bio.indiana.edu/). UAS-RNAi lines were obtained from the Vienna Stock Collection (http://stockcenter.vdrc.at/control/main; *sgg*, *nmo*) or Bloomington (*apc*, *arm*, *dsh*, *dally*). Stocks were cultured on standard media.

### Whole-genome resequencing

Genomic DNA was isolated from pools of 100 male and 100 female adult-flies collected from AF or generation-matched control populations, as described in Zhou et al [5]. Paired-end sequencing was performed using the Illumina Genome Analyzer II and sequencing kit v3. The genome resequencing data is available at NCBI's Sequence Read Archive (SRA), accession number SRP004819 (http://www.ncbi.nlm.nih.gov/sra?term=SRP004819).

### Genomic sequencing data analysis

The next-generation sequencing data for each of the pools was derived from 200 flies descended from 27 parental strains. Maq v.0.7.1 [9] was used under its default parameters to map reads from two control (C1, C2) and two hypoxia-tolerant (H1, H2) populations to the *Drosophila melanogaster* reference genome release 5.16 downloaded from FlyBase release 5.16 [10]. Since neither C1 nor C2 was under selective pressure, these two populations would be expected to differ only as the result of genetic drift. The C2 data was found to have much lower high-quality coverage (as defined below) and was not used in subsequent analyses.

Data from paired-end sequencing was filtered to remove duplicate reads. SNP calling was limited to “high-quality” loci with ≥10X coverage, Maq-reported base quality ≥20, and Maq-reported best read quality ≥40 for all three populations: C1, H1 and H2 (“evaluable loci”). Approximately 50% of euchromatin loci met these conditions. A SNP was called if the following criteria were met: 1) H1 and H2 base differed from both C1 and reference; and 2) the H1 (H2) base was identified in ≥90% of H1 (H2) reads and in ≤10% of the C1 reads. Although not specifically required, for all SNPs called the H1 and H2 bases were identical. A FDR was estimated for the evaluable loci by identifying loci meeting these criteria: 1) H1 (H2) base differed from reference; 2) the H1 (H2) base was identified in ≥90% of H1 (H2) reads and in ≤10% of the H2 (H1) reads. Consistent indels were generated and corrected for homopolymer tracts using Maq software for each of the populations, C1, H1 and H2. Software was written to select indels meeting the following criteria: 1) indel is Maq-determined type “*” (confirmed by reads from both strands) or “+” (≥2 reads from same strand); 2) locus is covered by ≥10 reads in both H1 and H2 datasets; 3) ≥90% of H1 and H2 reads have the indel; 4) indel is not identified in C1. Identified SNPs and indel loci were mapped to genes/gene regions using fasta files downloaded from FlyBase [10]. Coding region SNPs were evaluated using the Ensembl *D. melanogaster* BDGP5.13.56.gtf file [65].

### Affymetrix microarray analysis

Twenty-seven samples from hypoxia-selected flies maintained in 4% O_2_ (H) or reverted for five generations to normoxia (HR) and control flies (C) were used for microarray experiments. In each case, three replicate pools of flies were collected from three developmental stages: larva (L: 25/pool); 0.5–3 hours post-eclosion (Ec: 25 females and 25 males/pool); and 7–9 day adults (A: 25 females and 25 males/pool). Total RNA was extracted using TRIzol (Invitrogen, Carlsbad, CA) followed by a clean-up with RNeasy kit (Qiagen, Valencia, CA). Total RNA was adjusted to 5 µg/15 µl prior to analysis. Affymetrix Drosophila Genome 2.0 arrays were used and probe labeling, array hybridization, and image scanning were performed following the standard protocol according to manufacturer's instruction (Affymetrix, Santa Clara, CA). Gene expression values (probeset summary values) were generated using the Plier algorithm [21] implemented in the Affymetrix Expression Console software (Affymetrix, Santa Clara, CA) and differential expression between experimental groups (C vs H, C vs HR and HR vs H) was determined using VAMPIRE software [22]. For each comparison, VAMPIRE-reported significant probesets with a mean baseline (control) expression <64 were excluded from further analysis due to poor correlation among biological replicate samples (Figure S3A). The microarray data is available at NCBI's Gene Expression Omnibus (GEO), accession number GSE36507 (http://www.ncbi.nlm.nih.gov/geo/).

### Functional annotation

The Database for Annotation, Visualization and Integrated Discovery (DAVID) [11], [12] software was used for functional annotation of genetic polymorphisms and differentially expressed genes. Flybase gene IDs (polymorphisms) or Affymetrix probe IDs (microarray) were submitted and evaluated for enrichment against the *D. melanogaster* background. KEGG Wnt-pathway enrichment was assessed by calculating the hypergeometric p-value for polymorphism enrichment (p = 4.56e–06), asking whether the number of polymorphic loci in KEGG Wnt pathway genes was significant, given the total number of polymorphic loci in KEGG pathway genes, the total number of loci in KEGG Wnt pathway extended genes, and the total number of KEGG pathway extended gene loci.

### Hypoxia tolerance testing

#### Eclosion Rate

The impact of Wnt-pathway activity on survival in hypoxia was assessed by the ability of flies to eclose after culture in a hypoxic environment. Since classical loss-of-function or gain-of function mutations produce a global effect, which is often lethal when dealing with genes critical to development, we opted to use the UAS-GAL4 system to selectively over- or underexpress genes in specific cell types. UAS(-RNAi) stocks were crossed with elav or Hml GAL4 driver lines to produce F1 flies that express the UAS insert in neurons or larval hemocytes, respectively. The effect of Wnt-pathway activation on hypoxia survival was studied at 5%-O2. Each cross contained 5–10 virgin females and 5–10 males. Except for UAS-arm and UAS-dally (with inserts on the X-chromosome), GAL4 virgin females and UAS males were used. UAS-arm and UAS-dally virgin females were crossed with males containing the elav-Gal4 insert on the 3rd chromosome (driver 8760).Flies were allowed to lay eggs for approximately 48 hours in normoxia; adults were then transferred to fresh vials and the vials containing eggs were moved to a room temperature chamber, computer-controlled to maintain a 5% oxygen atmosphere. Three replicate vials were set up for each cross and adults from each cross laid one or more clutches of eggs over 48-hour periods. Parental lines for each cross were tested in parallel as controls. After 3–4 weeks, vials from both crosses and parental lines were evaluated for eclosion rate. Experiments were excluded if a parental (control) rate of eclosion was >0.70. Only vials with ≥15 total pupae were included. Numbers of eclosed (empty pupal case) and non-eclosed pupae were counted and the ratio between eclosed and total number of pupae was calculated. Each data point presented reflects averaged data from 5–23 replicate tubes, each with ≥15 pupae, derived from 3–7 separate experiments reflecting at least two independent matings. Since some of the datasets were not normally distributed (Shapiro test), statistical significance was calculated using the non-parametric Wilcoxon Rank Sum Test (R Statistical Package [66]); the Wilcoxon Test with continuity correction was used with datasets containing ties for which exact p-values could not be calculated. Experiments looking at the effect of Wnt-pathway inhibition on hypoxia survival followed a similar protocol, but were conducted at 6%-O2 to ensure a sufficiently high parental background eclosion rate. Two different Rnai stocks (Bloomington stock numbers 31305 and 35004) were used to test *arm*, the key mediator of the Wnt canonical pathway; they are designated as arm5 and arm4 in Figure 3D. Each data point reflects averaged data from 8 replicate tubes derived from a single experiment. Since data were normally distributed, statistical significance was calculated using the two-sided Welch (unequal variance) t-test. In all cases, data are presented as the mean of all replicates ±1.96 SEM (95% C.I.) [67]. Strain information for flies used in these experiments is provided in Table S5A; number of tubes, total number of pupae, and statistical details for each genetic cross experiment are provided in Table S5B.

## Supporting Information

Figure S1 **Expanded network of Notch interactors.** Interrogation of the Costello high confidence 20K network using the original resequencing analysis revealed a connected subnetwork of 287 polymorphism-containing genes, of which 25 (colored red) directly interact with Notch. Inclusion of non-polymorphic genes highly connected (≥5 interactions) to genes containing polymorphisms identified an additional 49 Notch interactors (colored blue). Annotation revealed that this set of genes included subsets that participate in several signaling pathways in addition to the Notch pathway.
(PDF)

Figure S2 **Overview of SNP/indel analysis procedure.** Approximately 50% of the euchromatin portion of the five major gene-bearing chromosomes (X, 2L, 2R, 3L, 3R; range 45.4–53.4%) met the coverage and quality criteria in the C dataset as well as in both H1 and H2 datasets and were analyzed for SNPs and small indels.
(PDF)

Figure S3 **Analysis of Expression Data.** *Figure S3A* shows the correlation between two log2-transformed control biological replicate datasets. (A1) All data and (A2) data with expression values > = 64. Elimination of expression values <64 greatly improves the correlation between sets, increasing confidence in the results. Therefore, VAMPIRE-reported significant probesets with a mean baseline (control) expression <64 were excluded from further analysis. *Figure S3B* provides PCR Confirmation of Post-Eclosion Differential Expression in Hypoxia-Adapted Flies. Three biological replicates of each condition (C, H and HR) were tested in triplicate for the indicated genes using actin to normalize expression values. Data is presented as (B1) fold change of H or HR over C and (B2) mean relative expression ± SD. All tested genes were significant by microarray for post-eclosion H flies; only CG13422 was significant by microarray for post-eclosion HR. Significance in the PCR assay (p≤0.05) was determined by two-tailed t-test; all tested genes for post-eclosion H flies were significant and none were significant for HR flies. Actin5C was used in all experiments except for pim, where Act88F was used. *Figure S3C* summarizes the STEM analysis of gene expression in post-eclosion flies. (C1) Each panel is a comparison of STEM-generated microarray time-series profiles identified for two conditions, original and comparator, here using a third condition as the denominator to generate ratio data. In each case, the profiles identified for the first condition (original) appear in the left-hand column. Profiles for the second condition (comparator) which contain genes appearing in an original profile are positioned in the same row, to the right of the original profile. (1) H (original) vs C (comparator); (2) H (original) vs HR (comparator); (3) HR (original) vs C (comparator). (C2) Summary of results from STEM analysis. Processes dependent on a hypoxic environment are italicized; processes that may have a genetic/epigenetic component are bolded. For Cell Cycle genes: H- 41 Probesets, 40 with fold change 0.08–0.60 and p-value <10^−4^; HR - 28 Probesets, 11 with fold change 0.65–0.77 and p-value 0.0014–0.033.
(PDF)

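Between post-eclosion C replicates 1 and 2, the squared correlation of log2 Plier values was 0.846 over the 18515 probesets above 0 in both pools, and 0.912 over the 9994 at 64 or more in both. For C replicates 1 and 3 it was 0.857 and 0.938, and for C replicates 2 and 3 0.853 and 0.963. Between the post-eclosion H pools these values were 0.811 to 0.819 and 0.981 to 0.983, and they lay at 0.903 to 0.92 and 0.971 to 0.987 over all adult groups. These correlations run across probesets within a pair of arrays, and probesets are not independent replicates. With 16 added before the log2 was taken and no minimum, C replicates 1 and 2 had 0.954.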

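Mdr50, a transporter of the multidrug resistance family, fell from a Plier value of 128.8 ± 25.6 in post-eclosion C to 22.5 ± 3.50 in H (SD, n = 3 pools), at least 1.98-fold lower with the H pools set to 64 (adjusted p = 6.8e-04). The call was kept in each fit that left out 1 pool. pim, the securin of the fly, had 379 ± 266 in C and 82.8 ± 31.2 in H, a log2 fold change of −1.66 (standard error 0.69) that did not pass the test (adjusted p = 0.0994). Without C replicate 1, pim was called (log2 fold change −2.52, adjusted p = 0.00629). In HR against C, Mdr50 had −0.48 (adjusted p = 0.714) and pim −0.43 (adjusted p = 0.943). Of the other genes tested by PCR, pk and CkIIbeta are measured through probesets that Table S4 names. pk rose by 1.13 on the log2 scale (adjusted p = 0.00423), a call kept only without C replicate 1, and CkIIbeta was at least 1.85-fold lower on 1 of its 2 probesets (adjusted p = 0.00157), kept in each fit. CG13422 was not matched to a probeset through the annotation used here, which gives 4720 probesets no gene, and is not analysed here.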

Figure S4 **Recovery from Anoxia.** Recovery time after 5 minutes of anoxia for each cross is compared with that of its respective, concurrently tested parental strains using two-tailed unpaired Student's t-test. (See Text S1). Bars represent the mean ±1.96 SEM (95% C.I). In neither cross did the F1 recover faster than both parental lines.
(PDF)

Table S1 **Polymorphisms Distinguishing AF from Control flies.** Table S1A: Fixed SNPs and Indels Distinguishing AF from Control Flies. Table S1B: GO-BP Annotation of Polymorphisms. Table S1C: Pathway Enrichment of AF Polymorphisms.
(PDF)

Table S2 **Wnt pathway polymorphisms.** Table S2A: SNPs in Wnt-Pathway Associated Genes. Table S2B: Indels in Wnt-Pathway Associated Genes. Table S2C: Coding region Polymorphisms in Wnt pathway-Associated Genes. Table S2D: Polymorphism-Containing Wnt Pathway-Associated Genes.
(PDF)

Table S3 **Differential Gene Expression.** Table S3A: KEGG and GO BP annotations for DE genes shared by H and HR. Table S3B: Pathway Analysis of Differential Expression in Post-Eclosion Hypoxia-Tolerant Flies Maintained in 4% O2.
(PDF)

Table S4 **Wnt Pathway-Associated Genes Differentially Expressed in Post-Eclosion Hypoxia Tolerant Flies Grown at 4% O2.**
(PDF)

Table S5 **Details of genetic experiments.** Table S5A: Fly strains used in genetic cross experiments. Table S5B: Eclosion Rate Experimental Details.
(PDF)

Text S1 **Supplementary Methods.**
(DOCX)

Movie S1 **UAS-arm X Hml-Gal4 cross.** Groups of 7–10 adult males (5–6 days old) were acclimated to 2% O_2_ and their activity recorded (See Text S1). The tubes from left to right contain UAS-arm, Hml-Gal4 and F1 flies. The F1 does not show consistently better activity than both parental lines.
(MOV)

Movie S2 **UAS-arm X Elav-Gal4 cross.** Groups of 10 adult males (8–9 days old) were acclimated to 2% O_2_ and their activity recorded (See Text S1). The tubes from left to right contain UAS-arm, elav-Gal4 and F1 flies. The F1 does not show consistently better activity than both parental lines.
(MOV)

# Supplementary material for: Wnt Pathway Activation Increases Hypoxia Tolerance during Development
**Source:** PLoS One. 2014 Aug 5;9(8):e103292. doi: 10.1371/journal.pone.0103292
**Supplement:** Figure S1 — Expanded network of Notch interactors. Interrogation of the Costello high confidence 20K network using the original resequencing analysis revealed a connected subnetwork of 287 polymorphism-containing genes, of which 25 (colored red) directly interact with Notch. Inclusion of non-polymorphic genes highly connected (≥5 interactions) to genes containing polymorphisms identified an additional 49 Notch interactors (colored blue). Annotation revealed that this set of genes included subsets that participate in several signaling pathways in addition to the Notch pathway.

Figure S1

Hedgehog Signaling Pathway

Wnt Signaling Pathway

Notch Signaling Pathway

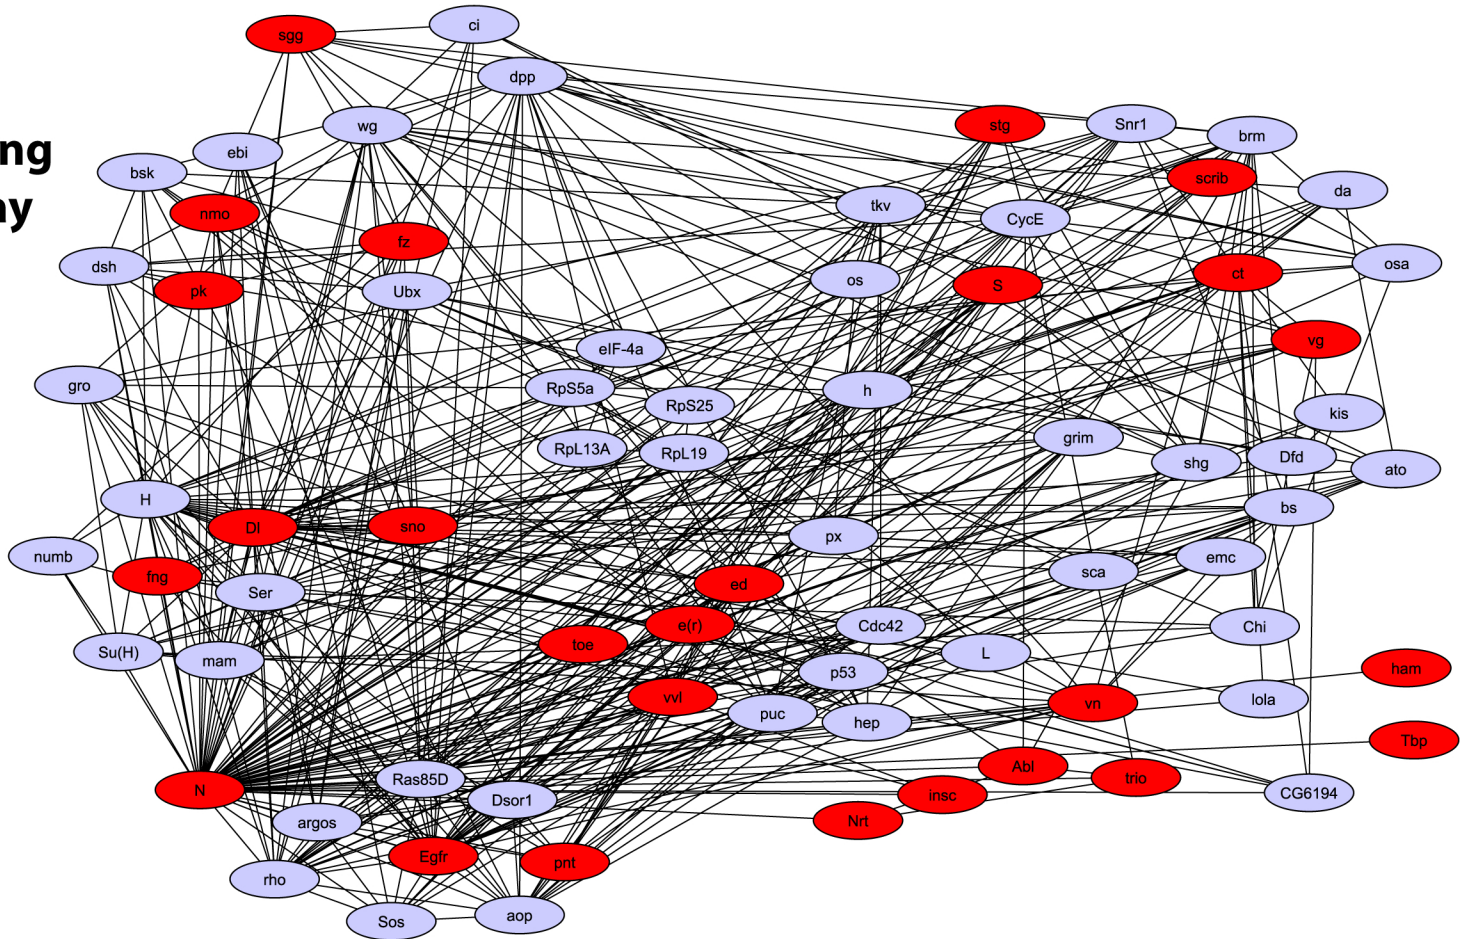

Dorso-Ventral Axis Formation

MAPK Signaling Pathway

# Supplementary material for: Wnt Pathway Activation Increases Hypoxia Tolerance during Development
**Source:** PLoS One. 2014 Aug 5;9(8):e103292. doi: 10.1371/journal.pone.0103292
**Supplement:** Figure S3 — Analysis of Expression Data. Figure S3A shows the correlation between two log2-transformed control biological replicate datasets. (A1) All data and (A2) data with expression values > = 64. Elimination of expression values <64 greatly improves the correlation between sets, increasing confidence in the results. Therefore, VAMPIRE-reported significant probesets with a mean baseline (control) expression <64 were excluded from further analysis. Figure S3B provides PCR Confirmation of Post-Eclosion Differential Expression in Hypoxia-Adapted Flies. Three biological replicates of each condition (C, H and HR) were tested in triplicate for the indicated genes using actin to normalize expression values. Data is presented as (B1) fold change of H or HR over C and (B2) mean relative expression ± SD. All tested genes were significant by microarray for post-eclosion H flies; only CG13422 was significant by microarray for post-eclosion HR. Significance in the PCR assay (p≤0.05) was determined by two-tailed t-test; all tested genes for post-eclosion H flies were significant and none were significant for HR flies. Actin5C was used in all experiments except for pim, where Act88F was used. Figure S3C summarizes the STEM analysis of gene expression in post-eclosion flies. (C1) Each panel is a comparison of STEM-generated microarray time-series profiles identified for two conditions, original and comparator, here using a third condition as the denominator to generate ratio data. In each case, the profiles identified for the first condition (original) appear in the left-hand column. Profiles for the second condition (comparator) which contain genes appearing in an original profile are positioned in the same row, to the right of the original profile. (1) H (original) vs C (comparator); (2) H (original) vs HR (comparator); (3) HR (original) vs C (comparator). (C2) Summary of results from STEM analysis. Processes dependent on a hypoxic environment are italicized; processes that may have a ge

A1

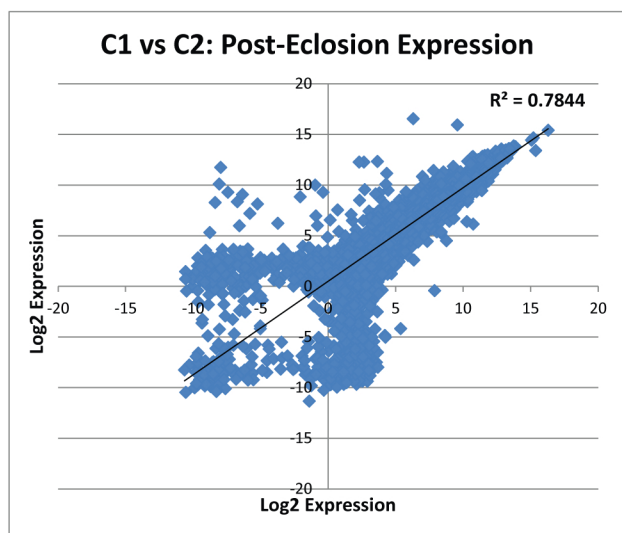

A2

Figure S3

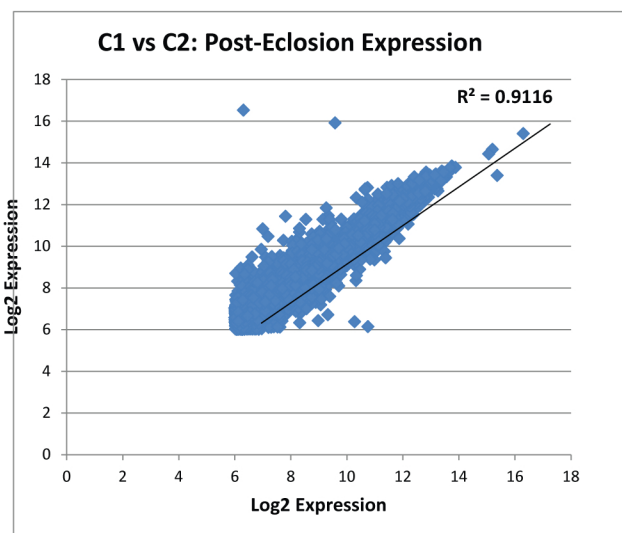

B1

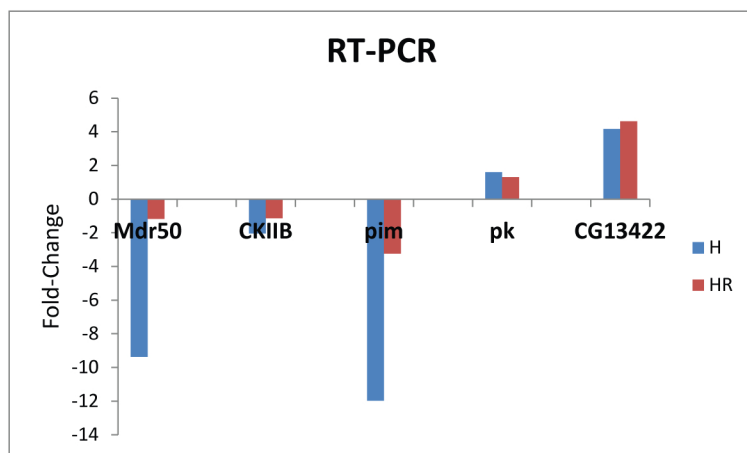

B2

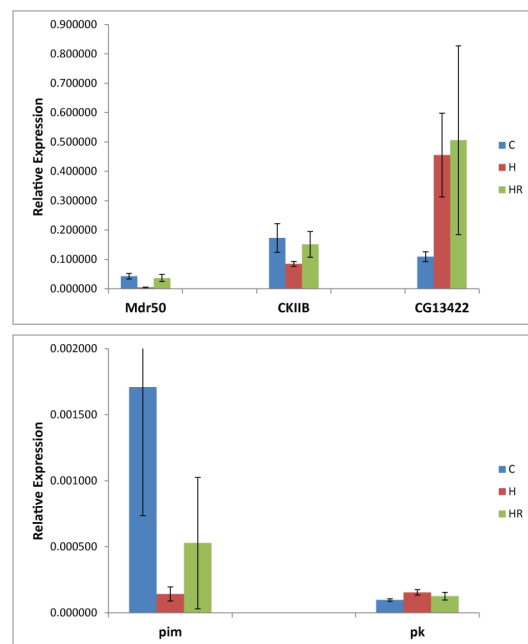

C1

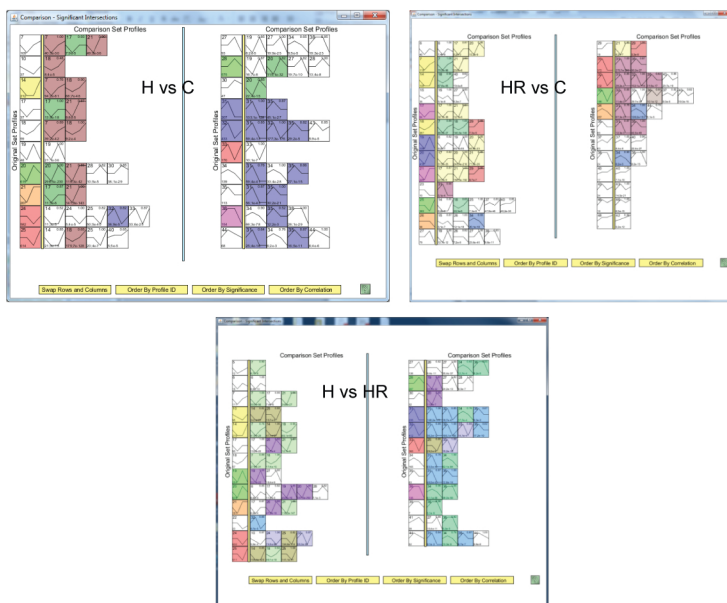

C2

	H vs HR<br>(Control=C)	HR vs C<br>(Control=H)	H vs C<br>(Control=HR)
O ₂ Exposure Difference	YES	No	YES
Genetic Difference	No	YES	YES
Ribosome biogenesis	Decreased in H		Decreased in H
Development (various)	Increased in H		Increased in H
DNA replication		Decreased in HR*	Decreased in H
Cell cycle		Decreased in HR*	Decreased in H
EtOH, hexose metab; oxidoreductase		Increased in HR	

* Not detected by Vampire using FDR-1% significance

# Supplementary material for: Wnt Pathway Activation Increases Hypoxia Tolerance during Development
**Source:** PLoS One. 2014 Aug 5;9(8):e103292. doi: 10.1371/journal.pone.0103292
**Supplement:** Table S1 — Polymorphisms Distinguishing AF from Control flies. Table S1A: Fixed SNPs and Indels Distinguishing AF from Control Flies. Table S1B: GO-BP Annotation of Polymorphisms. Table S1C: Pathway Enrichment of AF Polymorphisms.

Table S1A: Fixed SNPs and Indels Distinguishing AF from Control Flies

Category	SNP	Indel
Total number of loci	2514	405
Loci mapped to genes: No. of loci (No. unique FBgn)		
Extended gene	1940 (921)	283 (320)
Upstream (2000 bp)	507 (315)	67 (71)
Downstream (2000 bp)	471 (291)	57 (58)
5' UTR	80 (55)	15 (14)
3' UTR	63 (48)	13 (16)
Intron	971 (337)	216 (185)
Exon	743 (333)	29 (29)
CDS	625 (288)	3 (3)
NS change	135 (99)	2 (2)

Abbreviations used in table: *SNP* - Single Nucleotide Polymorphism (in the context of this paper, SNP refers to loci where both adapted flies differ from both the *D. melanogaster* Reference and Control genomes); *FBgn* - FlyBase gene identifier (number); *Extended gene* - Flybase gene + 2000 bases upstream and downstream; *UTR* - Untranslated Region; *CDS* - Coding sequence; *NS* - Non-synonymous (change)

Table S1B: GO-BP Annotation of Polymorphisms.

Category	Term	Count	PValue	Fold Enrichment	Benjamini	FDR
GOBP_FAT	GO:0022610~biological adhesion	41	9.95E-10	2.899	1.91E-06	1.70E-06
GOBP_FAT	GO:0030182~neuron differentiation	66	3.19E-09	2.145	3.06E-06	5.46E-06
GOBP_FAT	GO:0048666~neuron development	58	9.53E-09	2.222	6.10E-06	1.63E-05
GOBP_FAT	GO:0000904~cell morphogenesis involved in differentiation	52	2.64E-08	2.282	1.27E-05	4.52E-05
GOBP_FAT	GO:0007155~cell adhesion	36	5.17E-08	2.751	1.98E-05	8.84E-05
GOBP_FAT	GO:0030030~cell projection organization	58	6.08E-08	2.113	1.95E-05	1.04E-04
GOBP_FAT	GO:0048667~cell morphogenesis involved in neuron differentiation	49	9.48E-08	2.262	2.60E-05	1.62E-04
GOBP_FAT	GO:0007552~metamorphosis	57	1.12E-07	2.093	2.69E-05	1.92E-04
GOBP_FAT	GO:0048707~instar larval or pupal morphogenesis	55	1.55E-07	2.107	3.31E-05	2.66E-04
GOBP_FAT	GO:0000902~cell morphogenesis	65	1.65E-07	1.955	3.16E-05	2.82E-04
GOBP_FAT	GO:0048812~neuron projection morphogenesis	48	2.00E-07	2.231	3.50E-05	3.43E-04
GOBP_FAT	GO:0031175~neuron projection development	48	2.23E-07	2.224	3.57E-05	3.82E-04
GOBP_FAT	GO:0048569~post-embryonic organ development	49	2.49E-07	2.193	3.67E-05	4.25E-04
GOBP_FAT	GO:0009886~post-embryonic morphogenesis	55	2.74E-07	2.071	3.76E-05	4.69E-04

GOBP_FAT	GO:0009791~post-embryonic development	63	4.22E-07	1.930	5.41E-05	7.23E-04
GOBP_FAT	GO:0007409~axonogenesis	37	4.72E-07	2.484	5.67E-05	8.08E-04
GOBP_FAT	GO:0035120~post-embryonic appendage morphogenesis	40	9.01E-07	2.322	1.02E-04	0.0015
GOBP_FAT	GO:0048858~cell projection morphogenesis	50	9.81E-07	2.077	1.05E-04	0.0017
GOBP_FAT	GO:0035114~imaginal disc-derived appendage morphogenesis	41	1.04E-06	2.281	1.05E-04	0.0018
GOBP_FAT	GO:0048563~post-embryonic organ morphogenesis	46	1.06E-06	2.153	1.01E-04	0.0018
GOBP_FAT	GO:0007560~imaginal disc morphogenesis	46	1.06E-06	2.153	1.01E-04	0.0018
GOBP_FAT	GO:0002165~instar larval or pupal development	60	1.23E-06	1.908	1.13E-04	0.0021
GOBP_FAT	GO:0035107~appendage morphogenesis	41	1.44E-06	2.252	1.25E-04	0.0025
GOBP_FAT	GO:0048737~imaginal disc-derived appendage development	41	1.60E-06	2.243	1.34E-04	0.0027
GOBP_FAT	GO:0048736~appendage development	41	2.20E-06	2.216	1.76E-04	0.0038
GOBP_FAT	GO:0032990~cell part morphogenesis	50	2.66E-06	2.008	2.04E-04	0.0046
GOBP_FAT	GO:0007476~imaginal disc-derived wing morphogenesis	37	4.97E-06	2.256	3.67E-04	0.0085
GOBP_FAT	GO:0007472~wing disc morphogenesis	37	6.16E-06	2.236	4.38E-04	0.0105
GOBP_FAT	GO:0007411~axon guidance	27	7.34E-06	2.639	5.03E-04	0.0126

GOBP_FAT	GO:0007444~imaginal disc development	57	7.58E-06	1.839	5.01E-04	0.0130
GOBP_FAT	GO:0032989~cellular component morphogenesis	66	1.97E-05	1.694	0.0013	0.0337
GOBP_FAT	GO:0016337~cell-cell adhesion	16	2.03E-05	3.605	0.0013	0.0348
GOBP_FAT	GO:0035220~wing disc development	42	2.53E-05	1.987	0.0015	0.0433
**GOBP_FAT**	**GO:0007166~cell surface receptor linked signal transduction**	**76**	**2.60E-05**	**1.609**	**0.0015**	**0.0445**
GOBP_FAT	GO:0035239~tube morphogenesis	19	3.88E-05	3.007	0.0022	0.0664
**GOBP_FAT**	**GO:0006793~phosphorus metabolic process**	**66**	**1.34E-04**	**1.592**	**0.0073**	**0.2286**
**GOBP_FAT**	**GO:0006796~phosphate metabolic process**	**66**	**1.34E-04**	**1.592**	**0.0073**	**0.2286**
**GOBP_FAT**	**GO:0007186~G-protein coupled receptor protein signaling pathway**	**43**	**1.55E-04**	**1.821**	**0.0083**	**0.2656**
GOBP_FAT	GO:0006928~cell motion	42	1.67E-04	1.831	0.0086	0.2847
GOBP_FAT	GO:0008038~neuron recognition	13	2.01E-04	3.527	0.0101	0.3433
GOBP_FAT	GO:0008037~cell recognition	13	2.47E-04	3.457	0.0121	0.4213
GOBP_FAT	GO:0035218~leg disc development	13	3.01E-04	3.389	0.0143	0.5139
GOBP_FAT	GO:0035295~tube development	19	3.55E-04	2.552	0.0165	0.6058
GOBP_FAT	GO:0048813~dendrite morphogenesis	21	3.99E-04	2.386	0.0181	0.6804
GOBP_FAT	GO:0016358~dendrite development	21	3.99E-04	2.386	0.0181	0.6804

GOBP_FAT	GO:0060446~branching involved in open tracheal system development	11	4.56E-04	3.750	0.0202	0.7783
GOBP_FAT	GO:0048754~branching morphogenesis of a tube	11	4.56E-04	3.750	0.0202	0.7783
GOBP_FAT	GO:0042067~establishment of ommatidial polarity	12	4.60E-04	3.468	0.0199	0.7847
GOBP_FAT	GO:0001736~establishment of planar polarity	14	4.82E-04	3.051	0.0204	0.8220
**GOBP_FAT**	**GO:0030166~proteoglycan biosynthetic process**	**7**	**4.86E-04**	**6.204**	**0.0201**	**0.8285**
GOBP_FAT	GO:0007164~establishment of tissue polarity	14	5.69E-04	3.002	0.0230	0.9696
**GOBP_FAT**	**GO:0006413~translational initiation**	**13**	**6.31E-04**	**3.142**	**0.0249**	**1.0738**
**GOBP_FAT**	**GO:0006029~proteoglycan metabolic process**	**7**	**7.29E-04**	**5.816**	**0.0282**	**1.2397**
GOBP_FAT	GO:0001763~morphogenesis of a branching structure	11	8.61E-04	3.482	0.0325	1.4628
GOBP_FAT	GO:0060562~epithelial tube morphogenesis	11	8.61E-04	3.482	0.0325	1.4628
**GOBP_FAT**	**GO:0030431~sleep**	**5**	**9.17E-04**	**9.496**	**0.0339**	**1.5576**
GOBP_FAT	GO:0007424~open tracheal system development	24	9.98E-04	2.085	0.0362	1.6948
GOBP_FAT	GO:0060541~respiratory system development	24	9.98E-04	2.085	0.0362	1.6948
**GOBP_FAT**	**GO:0006470~protein amino acid dephosphorylation**	**16**	**0.001011073**	**2.594**	**0.0360**	**1.7161**

GOBP_FAT	GO:0001737~establishment of imaginal disc-derived wing hair orientation	7	0.001055447	5.474	0.0369	1.7907
GOBP_FAT	GO:0007157~heterophilic cell adhesion	6	0.001191646	6.647	0.0408	2.0196
GOBP_FAT	GO:0048859~formation of anatomical boundary	11	0.00126658	3.324	0.0425	2.1453
GOBP_FAT	GO:0046530~photoreceptor cell differentiation	21	0.001290955	2.181	0.0426	2.1862
GOBP_FAT	GO:0060429~epithelium development	32	0.00139916	1.810	0.0453	2.3673
GOBP_FAT	GO:0007398~ectoderm development	14	0.00141723	2.737	0.0451	2.3976
GOBP_FAT	GO:0016203~muscle attachment	8	0.001453329	4.432	0.0455	2.4579
...						
**GOBP_FAT**	**GO:0007049~cell cycle**	**52**	**0.246263211**	**1.122**	**0.844**	**99.2074**
...						
**GOBP_FAT**	**GO:0048477~oogenesis**	**45**	**0.298595576**	**1.110**	**0.885**	**99.7686**
...						
**GOBP_FAT**	**GO:0006119~oxidative phosphorylation**	**11**	**0.536**	**1.108**	**0.972**	**99.9998**

1- DAVID analysis of genes with ≥ 1 polymorphism revealed most top-scoring Gene Ontology/Biological Process (GOBP) annotations to relate to development and morphogenesis. Lower scoring annotations included 11 genes related to oxidative phosphorylation, 45 genes related to oogenesis and 52 to cell cycle, including ATR homolog, mei-41, with 26 SNPs, which regulates a meiotic checkpoint during Drosophila oogenesis.

Table S1C: Pathway Enrichment of AF Polymorphisms

Category	Term	Count	%	PValue	Genes	List Total	Pop Hits	Pop Total	Fold Enrichment
KEGG	dme04310:Wnt signaling pathway	15	1.419	0.002	FBGN0026597, FBGN0011655, FBGN0010015, FBGN0011826, FBGN0010333, FBGN0000119, FBGN0011817, FBGN0030505, FBGN0030758, FBGN0026174, FBGN0026181, FBGN0011577, FBGN0026175, FBGN0003371, FBGN0014020	170	74	2054	2.449
KEGG	dme00020:Citrate cycle (TCA cycle)	9	0.851	0.024	FBGN0035240, FBGN0038922, FBGN0030975, FBGN0035239, FBGN0029722, FBGN0027291, FBGN0052026, FBGN0028325, FBGN0036162, FBGN0001248	170	44	2054	2.471
KEGG	dme04650:Natural killer cell mediated cytotoxicity	6	0.568	0.030	FBGN0030758, FBGN0010015, FBGN0011826, FBGN0040068, FBGN0010333, FBGN0030505	170	22	2054	3.295
KEGG	dme04711:Circadian rhythm	4	0.378	0.043	FBGN0016694, FBGN0002413, FBGN0014396, FBGN0003371	170	10	2054	4.833
KEGG	dme04320:Dorso-ventral axis formation	6	0.568	0.057	FBGN0000256, FBGN0000810, FBGN0003731, FBGN0004647, FBGN0001404, FBGN0003118	170	26	2054	2.788
...									
KEGG	dme04350:TGF-beta signaling pathway	6	0.568	0.142	FBGN0026174, FBGN0026181, FBGN0011655, FBGN0003463, FBGN0026175, FBGN0014020	170	34	2054	2.132

KEGG	dme04070:Phosphatidylinositol signaling system	6	0.568	0.244	FBGN0051140, FBGN0085388, FBGN0085413, FBGN0085373, FBGN0030761, FBGN0040335	170	41	2054	1.768
KEGG	dme04150:mTOR signaling pathway	4	0.378	0.386	FBGN0010715, FBGN0015542, FBGN0035709, FBGN0035860	170	27	2054	1.790
KEGG	dme04013:MAPK signaling pathway	3	0.284	0.443	FBGN0003731, FBGN0003720, FBGN0003118	170	18	2054	2.014
KEGG	dme04330:Notch signaling pathway	2	0.189	0.850	FBGN0020388, FBGN0004647	170	22	2054	1.098
KEGG	dme04340:Hedgehog signaling pathway	2	0.189	0.874	FBGN0002413, FBGN0003371	170	24	2054	1.007
PANTHER	P00012: Cadherin signaling pathway	10	0.946	0.024	FBGN0000723, FBGN0011742, FBGN0001085, FBGN0046332, FBGN0003731, FBGN0003138, FBGN0001075, FBGN0003371, FBGN0000497, FBGN0039709	111	46	1160	2.272
PANTHER	P00057: Wnt signaling pathway	18	1.703	0.055	FBGN0259680, FBGN0043900, FBGN0001085, FBGN0046332, FBGN0011655, FBGN0000472, FBGN0010015, FBGN0011826, FBGN0001075, FBGN0011817, FBGN0000497, FBGN0052683, FBGN0020306, FBGN0025463, FBGN0002413, FBGN0030093, FBGN0003371, FBGN0039709	111	121	1160	1.555
PANTHER	P00007: Axon guidance mediated by semaphorins	5	0.473	0.057	FBGN0000723, FBGN0025743, FBGN0035574, FBGN0010333, FBGN0014020	111	16	1160	3.266

PANTHER	P00026:Heterotrimeric G-protein signaling pathway-Gi alpha and Gs alpha mediated pathway	9	0.851	0.084	FBGN0004573, FBGN0039747, FBGN0250910, FBGN0004834, FBGN0046332, FBGN0038063, FBGN0036789, FBGN0003371, FBGN0030087	111	49	1160	1.919
PANTHER	P00027:Heterotrimeric G-protein signaling pathway-Gq alpha and Go alpha mediated pathway	7	0.662	0.084	FBGN0039747, FBGN0030444, FBGN0259680, FBGN0053517, FBGN0035574, FBGN0036789, FBGN0014020	111	33	1160	2.217
...									
PANTHER	P00033:Insulin/IGF pathway-protein kinase B signaling cascade	4	0.378	0.621	FBGN0031086, FBGN0046332, FBGN0045759, FBGN0003371	111	33	1160	1.267
PANTHER	P00025:Hedgehog signaling pathway	3	0.284	0.744	FBGN0002413, FBGN0046332, FBGN0003371	111	27	1160	1.161
PANTHER	P00052:TGF-beta signaling pathway	4	0.378	0.916	FBGN0031086, FBGN0015789, FBGN0011655, FBGN0045759	111	56	1160	0.746
PANTHER	P00018:EGF receptor signaling pathway	4	0.378	0.932	FBGN0259680, FBGN0038603, FBGN0003731, FBGN0010333	111	59	1160	0.709
PANTHER	P00045:Notch signaling pathway	2	0.189	0.946	FBGN0020388, FBGN0004647	111	29	1160	0.721

# Supplementary material for: Wnt Pathway Activation Increases Hypoxia Tolerance during Development
**Source:** PLoS One. 2014 Aug 5;9(8):e103292. doi: 10.1371/journal.pone.0103292
**Supplement:** Table S2 — Wnt pathway polymorphisms. Table S2A: SNPs in Wnt-Pathway Associated Genes. Table S2B: Indels in Wnt-Pathway Associated Genes. Table S2C: Coding region Polymorphisms in Wnt pathway-Associated Genes. Table S2D: Polymorphism-Containing Wnt Pathway-Associated Genes.

Table S2A: SNPs in Wnt-Pathway Associated Genes

SNP-Chrom		SNP-Location	FBgn	GeneName	Chrom	Start_Extended	End_Extended	Ref Base	Control Base	H-1 Base	H-2 Base
3R		25855268	FBgn0026597	Axn	3R	25846566	25863033	A	A	G	G
3R		25856260	FBgn0026597	Axn	3R	25846566	25863033	C	C	G	G
3R		25857098	FBgn0026597	Axn	3R	25846566	25863033	C	C	G	G
3R		25857108	FBgn0026597	Axn	3R	25846566	25863033	A	A	G	G
3R		25857149	FBgn0026597	Axn	3R	25846566	25863033	T	T	C	C
3R		25857899	FBgn0026597	Axn	3R	25846566	25863033	T	T	A	A
3R		25858547	FBgn0026597	Axn	3R	25846566	25863033	C	C	A	A
3L		1060268	FBgn0004870	bab1	3L	1034369	1103089	A	A	G	G
3L		1066588	FBgn0004870	bab1	3L	1034369	1103089	T	T	A	A
X	*	13051724	FBgn0025463	Bap60	X	13049478	13055611	C	C	T	T
X	*	13051921	FBgn0025463	Bap60	X	13049478	13055611	G	G	C	C
X	*	13051929	FBgn0025463	Bap60	X	13049478	13055611	G	G	A	A
3R		25678061	FBgn0039709	Cad99C	3R	25669326	25682425	C	C	T	T
3R	*	25678724	FBgn0039709	Cad99C	3R	25669326	25682425	T	T	C	C
3R	*	25680582	FBgn0039709	Cad99C	3R	25669326	25682425	A	A	T	T
3R	*	26868343	FBgn0010015	CanA1	3R	26863098	26874546	C	C	T	T
3R	*	26868364	FBgn0010015	CanA1	3R	26863098	26874546	T	T	C	C
3R	*	26868453	FBgn0010015	CanA1	3R	26863098	26874546	T	T	C	C
X		16468264	FBgn0030758	CanA-14F	X	16457506	16483160	G	G	T	T
X		16470744	FBgn0030758	CanA-14F	X	16457506	16483160	T	T	C	C
X		16471027	FBgn0030758	CanA-14F	X	16457506	16483160	T	T	G	G
X	*	16480873	FBgn0030758	CanA-14F	X	16457506	16483160	G	G	A	A
X	*	16480901	FBgn0030758	CanA-14F	X	16457506	16483160	G	G	A	A
X	*	16482157	FBgn0030758	CanA-14F	X	16457506	16483160	G	G	A	A
X	*	16482356	FBgn0030758	CanA-14F	X	16457506	16483160	G	G	A	A
X	*	16482494	FBgn0030758	CanA-14F	X	16457506	16483160	T	T	A	A
3R	*	17691971	FBgn0067317	Cby	3R	17691725	17696492	T	T	A	A
3R	*	17691989	FBgn0067317	Cby	3R	17691725	17696492	A	A	G	G

3R	*	17692079	FBgn0067317	Cby	3R	17691725	17696492	T	T	C	C
3R	*	17692121	FBgn0067317	Cby	3R	17691725	17696492	T	T	C	C
3R	*	17692411	FBgn0067317	Cby	3R	17691725	17696492	A	A	G	G
3R	*	17694243	FBgn0067317	Cby	3R	17691725	17696492	C	C	T	T
3L	*	6736271	FBgn0035713	CG10107	3L	6735526	6747386	G	G	T	T
3L	*	6736715	FBgn0035713	CG10107	3L	6735526	6747386	A	A	G	G
3L	*	6736925	FBgn0035713	CG10107	3L	6735526	6747386	C	C	T	T
3L	*	6736983	FBgn0035713	CG10107	3L	6735526	6747386	C	C	T	T
3L	*	6737096	FBgn0035713	CG10107	3L	6735526	6747386	A	A	T	T
3L	*	6737119	FBgn0035713	CG10107	3L	6735526	6747386	A	A	C	C
3L		6743650	FBgn0035713	CG10107	3L	6735526	6747386	C	C	G	G
3R		24898471	FBgn0039633	CG11873	3R	24888065	24934424	T	T	C	C
3R		24898541	FBgn0039633	CG11873	3R	24888065	24934424	A	A	G	G
3R		24898572	FBgn0039633	CG11873	3R	24888065	24934424	C	C	A	A
3R		24924998	FBgn0039633	CG11873	3R	24888065	24934424	G	G	C	C
3R		24926626	FBgn0039633	CG11873	3R	24888065	24934424	A	A	T	T
3R		24926645	FBgn0039633	CG11873	3R	24888065	24934424	G	G	A	A
3L	*	13373224	FBgn0036351	CG14107	3L	13371459	13376443	G	G	C	C
3L		12325640	FBgn0052105	CG32105	3L	12320336	12331006	G	G	C	C
X		16315878	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16315939	FBgn0026575	hang	X	16314877	16333531	G	G	T	T
X		16318068	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16318530	FBgn0026575	hang	X	16314877	16333531	G	G	T	T
X		16318819	FBgn0026575	hang	X	16314877	16333531	G	G	C	C
X		16318865	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16318943	FBgn0026575	hang	X	16314877	16333531	C	C	G	G
X		16318984	FBgn0026575	hang	X	16314877	16333531	G	G	C	C
X		16318993	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16319584	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16320246	FBgn0026575	hang	X	16314877	16333531	T	T	A	A
X		16321056	FBgn0026575	hang	X	16314877	16333531	C	C	T	T

X		16321537	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16322274	FBgn0026575	hang	X	16314877	16333531	C	C	G	G
X		16322483	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16323014	FBgn0026575	hang	X	16314877	16333531	T	T	G	G
X		16323338	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16323466	FBgn0026575	hang	X	16314877	16333531	A	A	C	C
X		16323533	FBgn0026575	hang	X	16314877	16333531	T	T	A	A
X		16323941	FBgn0026575	hang	X	16314877	16333531	A	A	T	T
X		16324767	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16324823	FBgn0026575	hang	X	16314877	16333531	G	G	C	C
X		16324886	FBgn0026575	hang	X	16314877	16333531	C	C	A	A
X		16324923	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16325000	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16325027	FBgn0026575	hang	X	16314877	16333531	G	G	A	A
X		16325138	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16325270	FBgn0026575	hang	X	16314877	16333531	G	G	A	A
X		16325480	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16325894	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16325939	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16325942	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16325975	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16326152	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16326182	FBgn0026575	hang	X	16314877	16333531	G	G	A	A
X		16326212	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16326458	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16327253	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16327985	FBgn0026575	hang	X	16314877	16333531	T	T	C	C
X		16327994	FBgn0026575	hang	X	16314877	16333531	A	A	T	T
X		16328249	FBgn0026575	hang	X	16314877	16333531	G	G	T	T
X		16328265	FBgn0026575	hang	X	16314877	16333531	A	A	C	C
X		16329558	FBgn0026575	hang	X	16314877	16333531	G	G	A	A
X		16329702	FBgn0026575	hang	X	16314877	16333531	C	C	A	A

X		16329714	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
X		16329972	FBgn0026575	hang	X	16314877	16333531	C	C	T	T
X		16330252	FBgn0026575	hang	X	16314877	16333531	A	A	C	C
X	*	16333134	FBgn0026575	hang	X	16314877	16333531	G	G	A	A
X	*	16333145	FBgn0026575	hang	X	16314877	16333531	A	A	G	G
3L		12284712	FBgn0036274	CG4328	3L	12282056	12291121	A	A	C	C
X		18537604	FBgn0027335	Rip11	X	18527667	18543596	T	T	C	C
3R	*	7514334	FBgn0037935	CG6834	3R	7508391	7515852	G	G	T	T
3L		11120635	FBgn0260795	CG42575	3L	11114461	11129763	T	T	C	C
3L		11120643	FBgn0260795	CG42575	3L	11114461	11129763	T	T	G	G
3L	*	11126284	FBgn0260795	CG42575	3L	11114461	11129763	C	C	T	T
3R	*	25621714	FBgn0039696	CG7837	3R	25619419	25627055	T	T	C	C
3R	*	25621888	FBgn0039696	CG7837	3R	25619419	25627055	A	A	G	G
3R	*	25623948	FBgn0039696	CG7837	3R	25619419	25627055	A	A	G	G
3R	*	25623950	FBgn0039696	CG7837	3R	25619419	25627055	A	A	C	C
3R	*	25624104	FBgn0039696	CG7837	3R	25619419	25627055	A	A	G	G
3R	*	25624556	FBgn0039696	CG7837	3R	25619419	25627055	T	T	A	A
3R	*	25625952	FBgn0039696	CG7837	3R	25619419	25627055	T	T	C	C
3R	*	13825334	FBgn0000363	cpo	3R	13755595	13843501	G	G	A	A
X	*	9047536	FBgn0030093	dalao	X	9041358	9048011	T	T	C	C
X	*	9047809	FBgn0030093	dalao	X	9041358	9048011	G	G	A	A
3R		26882410	FBgn0002413	dco	3R	26878905	26888931	G	G	A	A
3R		26882515	FBgn0002413	dco	3R	26878905	26888931	T	T	A	A
3R		26882761	FBgn0002413	dco	3R	26878905	26888931	T	T	C	C
3R		26882794	FBgn0002413	dco	3R	26878905	26888931	G	G	A	A
3R		26886394	FBgn0002413	dco	3R	26878905	26888931	T	T	A	A
X		3278089	FBgn0000472	dm	X	3265216	3282049	G	G	A	A
2R	*	17219902	FBgn0020306	dom	2R	17208949	17231352	T	T	C	C
2R	*	17220640	FBgn0020306	dom	2R	17208949	17231352	C	C	T	T
2L		659638	FBgn0000497	ds	2L	638021	716968	T	T	C	C
2L		4214127	FBgn0001075	ft	2L	4196402	4219852	T	T	G	G

2L		4214130	FBgn0001075	ft	2L	4196402	4219852	A	A	T	T
3L		14299897	FBgn0001085	fz	3L	14265447	14363748	T	T	G	G
3R	*	27196173	FBgn0046332	gskt	3R	27196149	27201920	C	C	G	G
3R		26156142	FBgn0010113	hdc	3R	26101656	26189891	T	T	G	G
3R		26157633	FBgn0010113	hdc	3R	26101656	26189891	G	G	C	C
3R		26174967	FBgn0010113	hdc	3R	26101656	26189891	T	T	A	A
3R		26177602	FBgn0010113	hdc	3R	26101656	26189891	A	A	G	G
3R		26184449	FBgn0010113	hdc	3R	26101656	26189891	C	C	T	T
3R		26184459	FBgn0010113	hdc	3R	26101656	26189891	C	C	T	T
X		13543214	FBgn0030505	NFAT	X	13516790	13559690	C	C	T	T
3L		7976664	FBgn0011817	nmo	3L	7970149	8045450	C	C	T	T
3L	*	8023055	FBgn0011817	nmo	3L	7970149	8045450	C	C	T	T
3L	*	8023278	FBgn0011817	nmo	3L	7970149	8045450	A	A	G	G
3L		8030970	FBgn0011817	nmo	3L	7970149	8045450	G	G	A	A
3L		8032191	FBgn0011817	nmo	3L	7970149	8045450	G	G	A	A
3L		8035281	FBgn0011817	nmo	3L	7970149	8045450	T	T	C	C
3L		8044386	FBgn0011817	nmo	3L	7970149	8045450	T	T	A	A
3L		8044395	FBgn0011817	nmo	3L	7970149	8045450	A	A	T	T
X		12324763	FBgn0259680	Pkcdelta	X	12324259	12349683	C	C	A	A
X		12344985	FBgn0259680	Pkcdelta	X	12324259	12349683	G	G	C	C
3R		19126196	FBgn0003118	pnt	3R	19114826	19173884	T	T	C	C
3R		19169700	FBgn0003118	pnt	3R	19114826	19173884	C	C	T	T
3R		19169703	FBgn0003118	pnt	3R	19114826	19173884	A	A	C	C
3R		19171816	FBgn0003118	pnt	3R	19114826	19173884	A	A	T	T
3R	*	19171970	FBgn0003118	pnt	3R	19114826	19173884	T	T	C	C
3R	*	19173445	FBgn0003118	pnt	3R	19114826	19173884	C	C	G	G
X		16451640	FBgn0011826	Pp2B-14D	X	16448797	16456052	C	C	T	T
X		16451663	FBgn0011826	Pp2B-14D	X	16448797	16456052	C	C	G	G
X		16453000	FBgn0011826	Pp2B-14D	X	16448797	16456052	A	A	G	G
X		16453114	FBgn0011826	Pp2B-14D	X	16448797	16456052	A	A	G	G
X		16453381	FBgn0011826	Pp2B-14D	X	16448797	16456052	G	G	A	A
X		16453645	FBgn0011826	Pp2B-14D	X	16448797	16456052	G	G	A	A

X		16453711	FBgn0011826	Pp2B-14D	X	16448797	16456052	C	C	T	T
3R		27403752	FBgn0043900	pygo	3R	27399557	27408412	A	A	T	T
3L	*	1300237	FBgn0010333	Rac1	3L	1298879	1304683	G	G	A	A
3L	*	1303255	FBgn0010333	Rac1	3L	1298879	1304683	A	A	G	G
X		16522505	FBgn0026181	rok	X	16517142	16533452	C	C	T	T
X	*	16523825	FBgn0026181	rok	X	16517142	16533452	A	A	G	G
X	*	16530148	FBgn0026181	rok	X	16517142	16533452	G	G	T	T
X	*	16530173	FBgn0026181	rok	X	16517142	16533452	G	G	A	A
X	*	16530435	FBgn0026181	rok	X	16517142	16533452	T	T	C	C
X	*	16530805	FBgn0026181	rok	X	16517142	16533452	G	G	C	C
X	*	16530963	FBgn0026181	rok	X	16517142	16533452	T	T	G	G
X	*	16531499	FBgn0026181	rok	X	16517142	16533452	A	A	C	C
X	*	16531593	FBgn0026181	rok	X	16517142	16533452	G	G	A	A
X	*	16531595	FBgn0026181	rok	X	16517142	16533452	A	A	C	C
X	*	16532133	FBgn0026181	rok	X	16517142	16533452	G	G	C	C
X	*	16532262	FBgn0026181	rok	X	16517142	16533452	G	G	A	A
X	*	16532401	FBgn0026181	rok	X	16517142	16533452	C	C	T	T
X	*	16532402	FBgn0026181	rok	X	16517142	16533452	C	C	A	A
3L		6532545	FBgn0020251	sfl	3L	6486830	6544346	A	A	G	G
3L		6534030	FBgn0020251	sfl	3L	6486830	6544346	A	A	G	G
3L		6534065	FBgn0020251	sfl	3L	6486830	6544346	T	T	G	G
3L		6540733	FBgn0020251	sfl	3L	6486830	6544346	C	C	G	G
X		2530444	FBgn0003371	sgg	X	2525983	2573890	T	T	G	G
X		2532290	FBgn0003371	sgg	X	2525983	2573890	A	A	C	C
X		2553538	FBgn0003371	sgg	X	2525983	2573890	C	C	T	T
X		2554975	FBgn0003371	sgg	X	2525983	2573890	T	T	C	C
X		2560726	FBgn0003371	sgg	X	2525983	2573890	G	G	A	A
3R	*	25883225	FBgn0015542	sima	3R	25882036	25949113	T	T	C	C
3R	*	25888163	FBgn0015542	sima	3R	25882036	25949113	A	A	G	G
3R	*	25890435	FBgn0015542	sima	3R	25882036	25949113	C	C	G	G
3R		25894002	FBgn0015542	sima	3R	25882036	25949113	A	A	G	G

3R		25894059	FBgn0015542	sima	3R	25882036	25949113	C	C	T	T
3R		25897834	FBgn0015542	sima	3R	25882036	25949113	C	T	A	A
3R		25897835	FBgn0015542	sima	3R	25882036	25949113	G	G	T	T
3R		25920200	FBgn0015542	sima	3R	25882036	25949113	G	G	A	A
3R		25925062	FBgn0015542	sima	3R	25882036	25949113	T	T	C	C
3R		25925100	FBgn0015542	sima	3R	25882036	25949113	T	T	C	C
3R		25928248	FBgn0015542	sima	3R	25882036	25949113	T	T	G	G
3R		25934509	FBgn0015542	sima	3R	25882036	25949113	C	C	T	T
3R		25940704	FBgn0015542	sima	3R	25882036	25949113	A	A	T	T
3R	*	25948527	FBgn0015542	sima	3R	25882036	25949113	C	C	G	G
X		19711825	FBgn0026175	skpC	X	19708171	19712647	G	G	A	A
X		19705790	FBgn0026174	skpD	X	19704762	19709421	T	T	C	C
X		12584535	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X		12584544	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X		12584820	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X		12584838	FBgn0024308	Smr	X	12578031	12638476	A	A	G	G
X		12584850	FBgn0024308	Smr	X	12578031	12638476	C	C	A	A
X		12586881	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X		12594631	FBgn0024308	Smr	X	12578031	12638476	C	C	G	G
X	*	12600108	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X	*	12600167	FBgn0024308	Smr	X	12578031	12638476	C	C	T	T
X	*	12601629	FBgn0024308	Smr	X	12578031	12638476	T	T	C	C
X	*	12601631	FBgn0024308	Smr	X	12578031	12638476	C	C	A	A
X	*	12603364	FBgn0024308	Smr	X	12578031	12638476	T	T	G	G
X	*	12603450	FBgn0024308	Smr	X	12578031	12638476	A	A	G	G
X		12612904	FBgn0024308	Smr	X	12578031	12638476	A	A	C	C
X		12621985	FBgn0024308	Smr	X	12578031	12638476	G	G	C	C
3L		10853267	FBgn0026160	tna	3L	10826628	10869762	A	A	C	C
3L		5838466	FBgn0003984	vn	3L	5804438	5840764	G	G	A	A
3R		26618196	FBgn0011739	wts	3R	26613379	26634341	C	C	T	T

Column header abbreviations: *SNP Chrom* - Chromosome on which the SNP occurs; *SNP Location* - Locus at which the SNP occurs; *FBgn* - FlyBase gene identifier (number); *Chrom* - Same as SNP Chrom; *Start_Extended* - Locus at which the extended gene begins (FlyBase release 5.16); *End_Extended* - Locus at which the extended gene ends (FlyBase release 5.16); *Ref Base* - Nucleotide at this locus in the D. melanogaster Reference Genome; *Control Base* - Nucleotide at this locus in the Control (C-1) genome; *H-1Base* - Nucleotide at this locus in the hypoxia-adapted genome (H-1); *H-2Base* - Nucleotide at this locus in the hypoxia-adapted genome (H-2).

* - Locus also maps to other, non-Wnt associated gene(s); this occurs due to close proximity/overlap of genes in the D. melanogaster genome and to our evaluation of extended genes encompassing multiple gene regions.

Table S2B: Indels in Wnt-Pathway Associated Genes

Indel-Chrom		Indel-Location	FBgn	GeneName	Chrom	Start_Extended	End_Extended	H-1<br>Indel Size	H-2<br>Indel Size
2R		9361436	FBgn0000119	arr	2R	9339138	9372723	-4	-4
3L		1067902	FBgn0004870	bab1	3L	1034369	1103089	-12	-12
3R	*	16419218	FBgn0023097	bon	3R	16416881	16440262	7	7
3R	*	16419269	FBgn0023097	bon	3R	16416881	16440262	-3	-3
X	*	16480046	FBgn0030758	CanA-14F	X	16457506	16483160	1	1
3L	*	6736946	FBgn0035713	CG10107	3L	6735526	6747386	-1	-1
3L		20843272	FBgn0052432	CG32432	3L	20835425	20880288	-1	-1
X		16324021	FBgn0026575	hang	X	16314877	16333531	-3	-3
X	*	10310448	FBgn0052683	CG32683	X	10302420	10350928	1	1
3L		11120212	FBgn0260795	CG42575	3L	11114461	11129763	1	1
X		19092498	FBgn0030997	CG7990	X	19088091	19097810	1	1
3L	*	8833831	FBgn0011577	dally	3L	8818606	8885269	1	1
3R		26881704	FBgn0002413	dco	3R	26878905	26888931	-1	-1
3R		14292859	FBgn0004652	fru	3R	14240315	14373308	1	1
3R		26152119	FBgn0010113	hdc	3R	26101656	26189891	1	1
3R		26155075	FBgn0010113	hdc	3R	26101656	26189891	-1	-1
2L		2918409	FBgn0041111	lilli	2L	2883952	2955077	-4	-4
3R	*	27437643	FBgn0011655	Med	3R	27434770	27443478	2	2
3L		8030913	FBgn0011817	nmo	3L	7970149	8045450	1	1
X		16454010	FBgn0011826	Pp2B-14D	X	16448797	16456052	1	1
2R	*	11992045	FBgn0014020	Rho1	2R	11988191	11996734	-2	-1
X	*	16530163	FBgn0026181	rok	X	16517142	16533452	-3	-3
X	*	16531620	FBgn0026181	rok	X	16517142	16533452	2	2
X	*	16531813	FBgn0026181	rok	X	16517142	16533452	1	1
X	*	16532424	FBgn0026181	rok	X	16517142	16533452	-1	-1
3L		6531103	FBgn0020251	sfl	3L	6486830	6544346	-1	-1
X		2538552	FBgn0003371	sgg	X	2525983	2573890	1	1
3L	*	6957020	FBgn0010851	sgl	3L	6950647	6959902	-3	-3

3R	*	25890695	FBgn0015542	sima	3R	25882036	25949113	-1	-1
3R		25921624	FBgn0015542	sima	3R	25882036	25949113	-1	-1
3R		25922644	FBgn0015542	sima	3R	25882036	25949113	-2	-2
3R		25925309	FBgn0015542	sima	3R	25882036	25949113	-1	-1
3R		25928578	FBgn0015542	sima	3R	25882036	25949113	-3	-3
X		19711833	FBgn0026175	skpC	X	19708171	19712647	2	2
3L		10858407	FBgn0026160	tna	3L	10826628	10869762	-1	-1
2R		10428290	FBgn0020245	ttv	2R	10412076	10474826	-1	-1
3R		26628332	FBgn0011739	wts	3R	26613379	26634341	4	4

Column header abbreviations: *Indel Chrom* - Chromosome on which the Indel occurs; *Indel Location* - Locus at which the Indel occurs; *FBgn* - FlyBase gene identifier (number); *Chrom* - Same as SNP Chrom; *Start_Extended* - Locus at which the extended gene begins (FlyBase release 5.16); *End_Extended* - Locus at which the extended gene ends (FlyBase release 5.16); *Ref Base* - Nucleotide at this locus in the D. melanogaster Reference Genome; *Control Base* - Nucleotide at this locus in the Control (C-1) genome; *H-1Base* - Nucleotide at this locus in the hypoxia-adapted genome (H-1); *H-2Base* - Nucleotide at this locus in the hypoxia-adapted genome (H-2).

* - Locus also maps to other, non-Wnt associated gene(s); this occurs due to close proximity/overlap of genes in the D. melanogaster genome and to our evaluation of extended genes encompassing multiple gene regions.

Table S2C: Coding region Polymorphisms in Wnt pathway-Associated Genes

FBgn	SNP-Chrom	SNP-Location	GeneName	Strand	Frame	Ref-Codon	Ref-AmAc	SNP-Codon	SNP-AmAc	Type
FBgn0026597	3R	25857149	Axn	+	1	TTG	L	CTG	L	Synonymous
FBgn0039709	3R	25678061	Cad99C	+	0	GAC	D	GAT	D	Synonymous
FBgn0039709	3R	25678724	Cad99C	+	0	CGT	R	CGC	R	Synonymous
FBgn0010015	3R	26868343	CanA1	+	0	AGC	S	AGT	S	Synonymous
FBgn0010015	3R	26868364	CanA1	+	0	TTT	F	TTC	F	Synonymous
FBgn0067317	3R	17694243	Cby	+	0	CTC	L	CTT	L	Synonymous
FBgn0039633	3R	24924998	CG11873	+	0	AGC	S	ACC	T	Non-Synonymous
FBgn0039633	3R	24926626	CG11873	+	0	ACT	T	TCT	S	Non-Synonymous
FBgn0039633	3R	24926645	CG11873	+	0	AGC	S	AAC	N	Non-Synonymous
FBgn0026575	X	16323338	hang	+	0	CTC	L	CTT	L	Synonymous
FBgn0026575	X	16323466	hang	+	0	CAA	Q	CCA	P	Non-Synonymous
FBgn0026575	X	16323533	hang	+	0	GCT	A	GCA	A	Synonymous
FBgn0026575	X	16323941	hang	+	0	ACA	T	ACT	T	Synonymous
FBgn0026575	X	16324767	hang	+	0	CGC	R	CGT	R	Synonymous
FBgn0026575	X	16325000	hang	+	0	GCT	A	GCC	A	Synonymous
FBgn0026575	X	16325027	hang	+	0	CCG	P	CCA	P	Synonymous
FBgn0026575	X	16325138	hang	+	0	CTA	L	CTG	L	Synonymous
FBgn0026575	X	16325270	hang	+	0	CGG	R	CGA	R	Synonymous
FBgn0026575	X	16325480	hang	+	0	AAA	K	AAG	K	Synonymous
FBgn0026575	X	16325894	hang	+	0	ACT	T	ACC	T	Synonymous
FBgn0026575	X	16325939	hang	+	0	GTC	V	GTT	V	Synonymous
FBgn0026575	X	16325942	hang	+	0	CAA	Q	CAG	Q	Synonymous
FBgn0026575	X	16325975	hang	+	0	TTT	F	TTC	F	Synonymous
FBgn0026575	X	16326152	hang	+	0	AAC	N	AAT	N	Synonymous
FBgn0026575	X	16326182	hang	+	0	AGG	R	AGA	R	Synonymous
FBgn0026575	X	16326212	hang	+	0	AAA	K	AAG	K	Synonymous
FBgn0026575	X	16326458	hang	+	0	AAC	N	AAT	N	Synonymous
FBgn0026575	X	16327253	hang	+	2	AGT	S	AGC	S	Synonymous

FBgn0026575	X	16327985	hang	+	2	TCT	S	TCC	S	Synonymous
FBgn0026575	X	16327994	hang	+	2	GCA	A	GCT	A	Synonymous
FBgn0026575	X	16329558	hang	+	0	GAG	E	GAA	E	Synonymous
FBgn0026575	X	16329702	hang	+	0	GTC	V	GTA	V	Synonymous
FBgn0026575	X	16329714	hang	+	0	GTA	V	GTG	V	Synonymous
FBgn0026575	X	16329972	hang	+	0	GAC	D	GAT	D	Synonymous
FBgn0026575	X	16330252	hang	+	0	ACG	T	CCG	P	Non-Synonymous
FBgn0260795	3L	11126284	CG42575	+	0	AGC	S	AGT	S	Synonymous
FBgn0039696	3R	25621714	CG7837	-	0	GAA	E	GAG	E	Synonymous
FBgn0039696	3R	25621888	CG7837	-	0	CAT	H	CAC	H	Synonymous
FBgn0039696	3R	25624104	CG7837	-	0	TTT	F	TTC	F	Synonymous
FBgn0002413	3R	26882410	dco	-	0	GAC	D	GAT	D	Synonymous
FBgn0002413	3R	26882515	dco	-	0	GCA	A	GCT	A	Synonymous
FBgn0002413	3R	26882761	dco	-	0	AAA	K	AAG	K	Synonymous
FBgn0002413	3R	26882794	dco	-	0	TTC	F	TTT	F	Synonymous
FBgn0020306	2R	17219902	dom	+	0	GGT	G	GGC	G	Synonymous
FBgn0020306	2R	17220640	dom	+	0	CAC	H	CAT	H	Synonymous
FBgn0001075	2L	4214127	ft	-	0	TCA	S	TCC	S	Synonymous
FBgn0001075	2L	4214130	ft	-	0	GGT	G	GGA	G	Synonymous
FBgn0011826	X	16453000	Pp2B-14D	-	0	ATT	I	ATC	I	Synonymous
FBgn0011826	X	16453114	Pp2B-14D	-	0	CAT	H	CAC	H	Synonymous
FBgn0011826	X	16453381	Pp2B-14D	-	0	GTC	V	GTT	V	Synonymous
FBgn0043900	3R	27403752	pygo	-	0	ATC	I	AAC	N	Non-Synonymous
FBgn0026181	X	16522505	rok	-	0	GAG	E	GAA	E	Synonymous
FBgn0026181	X	16523825	rok	-	0	GGT	G	GGC	G	Synonymous
FBgn0003371	X	2553538	sgg	+	0	AGC	S	AGT	S	Synonymous
FBgn0003371	X	2554975	sgg	+	0	GCT	A	GCC	A	Synonymous
FBgn0015542	3R	25894059	sima	+	1	TCG	S	TTG	L	Non-Synonymous
FBgn0024308	X	12584535	Smr	-	2	CAA	Q	CAG	Q	Synonymous
FBgn0024308	X	12584544	Smr	-	2	CAA	Q	CAG	Q	Synonymous
FBgn0024308	X	12584820	Smr	-	2	CCA	P	CCG	P	Synonymous
FBgn0024308	X	12584838	Smr	-	2	GGT	G	GGC	G	Synonymous

FBgn0024308	X	12584850	Smr	-	2	TCG	S	TCT	S	Synonymous
FBgn0024308	X	12586881	Smr	-	2	CAA	Q	CAG	Q	Synonymous
FBgn0011739	3R	26618196	wtg	-	0	AAG	K	AAA	K	Synonymous

Column header abbreviations: *FBgn* - FlyBase gene identifier (number); *SNP Chrom* - Chromosome on which the SNP occurs; *SNP Location* - Locus at which the SNP occurs; *Ref-Codon* - Codon in the *D. melanogaster* Reference Genome containing the SNP location identified in the hypoxia-adapted genome; *Ref-AmAc* - Corresponding amino acid translation of the *D. melanogaster* Reference codon; *SNP-Codon* - Codon in the hypoxia-adapted genome containing the identified SNP; *SNP-AmAc* - Corresponding amino acid translation of the hypoxia-adapted codon

Table S2D: Polymorphism-Containing Wnt Pathway-Associated Genes.

Symbol ¹	Enrichment Source ²	Wnt Pathway	Function ²	SNP	Indel	Polymorph/kB ³	Number CDS SNP	Number NS SNP
arr	KEGG, DasGupta, GO	Canonical	Co-Receptor; RNAi: Activator		1	0.030		
Axn	KEGG, DasGupta, GO	Canonical	β -catenin binding; RNAi: Inhibitor	7		0.425	1	
bab1	DasGupta	Canonical	RNAi:Inhibitor	2	1	0.044		
Bap60	Panther	Canonical	Brahma associated protein; Activator	3		0.489		
bon	DasGupta	Canonical	RNAi:Inhibitor		2	0.086		
Cad99C	Panther		Cadherin	3		0.176	2	
CanA1	KEGG, Panther	Calcium	Dephosphorylates NFAT; Activator	3		0.262	2	
CanA-14F	KEGG	Calcium	Dephosphorylates NFAT; Activator	8	1	0.331		
Cby	GO	Canonical	Inhibitor	6		1.258	1	
CG10107	DasGupta	Canonical	RNAi:Inhibitor	7	1	0.674		
CG11873	DasGupta	Canonical	RNAi:Inhibitor	6		0.129	3	3
CG14107	DasGupta	Canonical	RNAi:Activator	1		0.201		
CG32105	DasGupta	Canonical	RNAi:Inhibitor	1		0.094		
CG32432	DasGupta	Canonical	RNAi:Inhibitor		1	0.022		
CG32575/hang	DasGupta	Canonical	RNAi:Inhibitor	49	1	2.680	26	2
CG32683	Panther	Canonical	Arrestin-related; β -arrestin is an Activator		1	0.021		
CG4328	DasGupta	Canonical	RNAi:Inhibitor	1		0.110		
CG6606/Rip11	DasGupta	Canonical	RNAi:Activator	1		0.063		
CG6834	DasGupta	Canonical	RNAi:Activator	1		0.134		
CG7628/CG42575	DasGupta	Canonical	RNAi:Inhibitor	3	1	0.261	1	
CG7837	DasGupta	Canonical	RNAi:Activator	7		0.917	3	

CG7990	DasGupta	Canonical	RNAi:Inhibitor		1	0.103		
cpo	DasGupta	Canonical	RNAi:Inhibitor	1		0.010		
dalao	Panther	Canonical	Transcription regulation; Activator	2		0.301		
dally	KEGG, GO	Canonical	Co-Receptor		1	0.015		
dco	Panther	Canonical	Casein kinase Iε; Activator	5	1	0.598	4	
dm	Panther	Canonical	(Myc) Transcription factor; Target Gene	1		0.059		
dom	Panther, DasGupta	Canonical	Helicase; RNAi:Inhibitor	2		0.089	2	
ds	Panther	PCP	Cadherin-related	1		0.013		
fru	DasGupta	Canonical	RNAi:Inhibitor		1	0.008		
ft	Panther, GO	PCP	Cadherin-related	2		0.085	2	
fz	Panther, DasGupta, GO	PCP > Canonical	Receptor; RNAi: Activator	1		0.010		
gskt	Panther	Canonical	Putative GSK3Bhomolog; Inhibitor	1		0.173		
hdc	DasGupta	Canonical	RNAi:Inhibitor	6	2	0.091		
lilli	DasGupta	Canonical	RNAi:Activator		1	0.014		
Med	KEGG, Panther	Canonical	Binds TCF; Activator		1	0.123		
NFAT	KEGG	Calcium	Transcription factor; Activator	1		0.023		
nmo	KEGG, Panther, GO	Canonical	Kinase; Inhibitor	8	1	0.120		
Pkcdelta	Panther	Calcium	Kinase	2		0.079		
pnt	DasGupta	Canonical	RNAi:Inhibitor	6		0.102		
Pp2B-14D	KEGG, Panther	Calcium	Dephosphorylates NFAT; Activator	7	1	0.935	3	
pygo	Panther, DasGupta,	Canonical	β-catenin nuclear targeting;	1		0.113	1	1

	GO		RNAi:Activator					
Rac1	KEGG	PCP	Activator	2		0.345		
Rho1	KEGG, GO	PCP	Activator		1	0.117		
rok	KEGG, GO	PCP	Activator	14	4	1.104	2	
sfl	GO	Canonical	Sulfotransferase;<br>Activator	4	1	0.087		
sgg	KEGG,<br>Panther, GO	Canonical	GSK3B homolog; β -<br>catenin binding,<br>Inhibitor	5	1	0.125	2	
sgl	GO	Canonical	UDP Glucose<br>Dehydrogenase;<br>Activator		1	0.108		
sima	DasGupta	Canonical	RNAi:Inhibitor	14	5	0.283	1	1
skpC	KEGG	Canonical	β -catenin<br>proteolysis;<br>Inhibitor	1	1	0.447		
skpD	KEGG	Canonical	β -catenin<br>proteolysis;<br>Inhibitor	1		0.215		
Smr	DasGupta	Canonical	RNAi:Inhibitor	15		0.248	6	
tna	DasGupta	Canonical	RNAi:Inhibitor	1	1	0.046		
ttv	GO		Heparan sulfate<br>proteoglycan<br>biosynthesis;<br>Activator		1	0.016		
vn	DasGupta	Canonical	RNAi:Inhibitor	1		0.028		
wts	DasGupta	Canonical	RNAi:Inhibitor	1	1	0.095	1	

Column header abbreviations: *Number CDS SNP* - Number of coding sequence SNPs; *Number NS SNP* - Number of non-synonymous coding sequence SNPs

1-Reflecting gene overlap in the Drosophila genome, some mutations also map to other genes.

2-Pathway and function information was compiled using KEGG, Panther, DasGupta, GO and FlyBase sources (references 14,15; 16; 18; 17; and 10, respectively, in the manuscript).

3-Polymorphisms/kB were calculated for extended genes: gene plus 2kB up- and downstream.

# Supplementary material for: Wnt Pathway Activation Increases Hypoxia Tolerance during Development
**Source:** PLoS One. 2014 Aug 5;9(8):e103292. doi: 10.1371/journal.pone.0103292
**Supplement:** Table S3 — Differential Gene Expression. Table S3A: KEGG and GO BP annotations for DE genes shared by H and HR. Table S3B: Pathway Analysis of Differential Expression in Post-Eclosion Hypoxia-Tolerant Flies Maintained in 4% O2.

Table S3A: KEGG and GO BP annotations for DE genes shared by H and HR

	Adult		Post-Ecdysis		Larva	
	Annotation	Number	Annotation	Number	Annotation	Number
**UPREGULATED**						
KEGG	<u>Limonene/pinene degradation</u>	5	<u>Limonene/pinene degradation</u>	3	<u>Metabolism xenobiotics (P450)</u>	5
	Lysosome	3			<u>Drug metabolism</u>	5
	Glutathione metabolism	2			Tyrosine metabolism	3
	<u>Metabolism xenobiotics (P450)</u>	2			Retinol metabolism	3
	<u>Drug metabolism</u>	2			Fatty acid metabolism	2
GO-BP	<u>Defense response</u>	10	Sperm individualization	2	Oxidation reduction	11
	...				Proteolysis	10
	Antimicrobial humoral response	5			<u>Defense response</u>	4
**DOWNREGULATED**						
KEGG	<u>Limonene/pinene degradation</u>	4	<u>Limonene/pinene degradation</u>	2	<u>Limonene/pinene degradation</u>	4
	<u>Metabolism xenobiotics (P450)</u>	3			Glycerophospholipid metab	2
	<u>Drug metabolism</u>	3			<u>Glutathione metabolism</u>	2
	Lysosome	3			<u>Metabolism xenobiotics (P450)</u>	2
	...				Drug metabolism	2
	Starch & sucrose metabolism	2				
	<u>Glutathione metabolism</u>	2				
GO-BP	Peptidoglycan metabolic process	4	Chorion-containing eggshell formation	6	<u>Oxidation reduction</u>	11
	...		...		<u>Defense response</u>	6
	<u>Oxidation reduction</u>	18	Sexual reproduction / Oogenesis	7	Biogenic amine metabolic process	3
	<u>Defense response</u>	8	...		Locomotory behavior	5
			<u>Oxidation reduction</u>	6		
			Proteolysis	6		
			<u>Defense response to fungus</u>	2		

Table S3B: Pathway Analysis of Differential Expression in Post-Ecdlosion Hypoxia-Tolerant Flies Maintained in 4% O₂

Category	Term ¹	Count ²	%	PValue	Genes	List Total	Pop Hits	Pop Total	Fold Enrichment
KEGG	dme04340:Hedgehog signaling pathway	9	0.230888	0.549214	FBgn0000352, FBgn0250823, FBgn0000274, FBgn0003444, FBgn0037364, FBgn0003371, FBgn0001079, FBgn0085381, FBgn0004859	672	24	2054	1.146205357
KEGG	dme04310:Wnt signaling pathway	23	0.590046	0.747699	FBgn0004624, FBgn0010315, FBgn0003091, FBgn0000259, FBgn0015624, FBgn0034863, FBgn0011577, FBgn0040291, FBgn0035136, FBgn0040078, FBgn0026176, FBgn0000274, FBgn0259794, FBgn0003371, FBgn0002945, FBgn0011826, FBgn0004957, FBgn0023444, FBgn0042693, FBgn0025641, FBgn0003090, FBgn0034904, FBgn0000119, FBgn0029882	672	74	2054	0.950008044
KEGG	dme04330:Notch signaling pathway	7	0.179579	0.775984	FBgn0002643, FBgn0000524, FBgn0001169, FBgn0015805, FBgn0015624, FBgn0011591, FBgn0039734	672	22	2054	0.972537879
KEGG	dme04630:Jak-STAT signaling pathway	6	0.153925	0.796411	FBgn0010315, FBgn0041184, FBgn0003612, FBgn0020224, FBgn0015624, FBgn0014388	672	19	2054	0.965225564
KEGG	dme04013:MAPK signaling pathway	5	0.128271	0.88863	FBgn0000097, FBgn0004390, FBgn0000206, FBgn0003867, FBgn0003733	672	18	2054	0.849041005
KEGG	dme04070: Phosphatidylinositol signaling system	11	0.282196	0.907712	FBgn0085373, FBgn0036273, FBgn0085390, FBgn0034141, FBgn0085388, FBgn0003091, FBgn0010051, FBgn0034789, FBgn0037064, FBgn0015278, FBgn0000253	672	41	2054	0.820049361

KEGG	dme04350:TGF-beta signaling pathway	8	0.205233	0.96018	FBgn0026176, FBgn0015624, FBgn0034904, FBgn0024913, FBgn0020493, FBgn0011300, FBgn0034863, FBgn0040291, FBgn0035136	672	34	2054	0.719187675
KEGG	dme04150:mTOR signaling pathway	4	0.102617	0.997884	FBgn0010715, FBgn0260945, FBgn0053100, FBgn0037679, FBgn0035709	672	27	2054	0.452821869
PANTHER	P00025:Hedgehog signaling pathway	10	0.256542	0.43801	FBgn0046332, FBgn0250823, FBgn0015624, FBgn0003444, FBgn0003890, FBgn0003371, FBgn0001079, FBgn0024491, FBgn0052396, FBgn0004859	353	27	1160	1.217081104
PANTHER	P00057:Wnt signaling pathway	38	0.974859	0.513758	FBgn0010315, FBgn0002783, FBgn0015609, FBgn0011715, FBgn0015805, FBgn0020306, FBgn0065102, FBgn0003091, FBgn0250823, FBgn0000259, FBgn0015624, FBgn0000095, FBgn0260642, FBgn0022787, FBgn0004435, FBgn0000014, FBgn0046332, FBgn0259794, FBgn0039908, FBgn0003371, FBgn0025463, FBgn0011826, FBgn0010051, FBgn0003444, FBgn0000497, FBgn0027342, FBgn0011300, FBgn0042693, FBgn0023444, FBgn0010014, FBgn0001075, FBgn0259680, FBgn0036715, FBgn0032157, FBgn0043900, FBgn0040206, FBgn0030093, FBgn0035370, FBgn0011604, FBgn0039709	353	121	1160	1.032004308
PANTHER	P00038:JAK/STAT signaling pathway	2	0.051308	0.765127	FBgn0026160, FBgn0003612	353	4	1160	1.64305949

How the deposited data were processed for this re-analysis (not part of the article)

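Expression was measured with Affymetrix Dros2 arrays in pools of whole Drosophila melanogaster from 3 populations: controls at 21% O2 (C), the population adapted to 4% O2 (H), and the adapted population after 5 generations at 21% O2 (HR). Larvae of the third instar (25 per pool), post-eclosion flies (25 females and 25 males per pool) and adults of 7 to 9 d (25 females and 25 males per pool) were each represented by 3 pools per population, 27 arrays in all. The intensity values, as deposited by the authors, are probeset summaries made with Plier in Affymetrix Expression Console, on a linear scale. The paper's text does not name the version, the background or the normalization options of that step, and no scaling between arrays was added here. All 27 columns of the table were used. Array medians lay between 72.3 and 101, and array means between 419.9 and 512.

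The table holds 18952 probesets, of which 183 control probesets were left out and 18769 were tested. The platform annotation gives 13647 probesets 1 gene, 402 several and 4720 none. Symbols were brought up to date through a table of current genes, which holds the gene of 13544 of the 13647. In all, 11983 genes had a probeset of their own. Where a gene had several, the probeset with the highest mean over the 27 arrays stood for it in gene lists.

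Tests were run with limma 3.58.1 in R 4.3.3 on log2(Plier value + 16). For each stage, the 9 arrays were fitted together with 1 mean per population, and the moderated test used an intensity trend. P-values were adjusted by the method of Benjamini and Hochberg over the 18769 probesets, and all tests were two-sided. A probeset was called at an adjusted p under 0.01 with a mean Plier value of 64 or more in the baseline group. The comparisons were H vs C, HR vs C and H vs HR in each stage. Stage differences were tested in a fit of all 27 arrays as the H vs C (or HR vs C) difference of post-eclosion flies minus that of larvae or adults. Genes were named by a rule: every gene that the paper names in its expression results, Figure 1D, Table S4, Figure S3B or Figure 3; the 10 called probesets with the largest rise and the 10 with the largest fall in each comparison that match 1 gene with a symbol of its own and separate the 3 pools of one group from those of the other; and up to 4 called members of each list in each direction. The genes of Table S4 had been seen in the paper when the rule was written. CG32407, a few other probesets and the clock genes Clk and cry were named after their values were seen.

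There were 39 gene lists, among them 4 lists of the Wnt pathways, which took 65 genes together. List members without a matching probeset of their own were left out, which leaves 9 of 20 entries of the Wnt ligands and receptors, 30 of 44 of the canonical core, 12 of 18 of planar cell polarity and 14 of 16 of the calcium pathway. Lists were tested with camera at a preset correlation of 0.01, called at an adjusted p under 0.05 over the 39 lists of a comparison, and again with the correlation estimated. Of 351 camera tests over the 9 comparisons, 107 were called with the preset correlation and 0 of these with an estimated one. The smallest adjusted p with an estimated correlation was 0.414 over these comparisons. The yolk protein list, with each gene called in post-eclosion H, had 0.489 there. With 9 arrays that setting could not separate lists, so a call lost in it does not decide on a list. The test fry, also planned, put 26 of the 39 lists under its threshold of 0.05 in post-eclosion H vs C, 21 in post-eclosion H vs HR and 7 in adult H vs HR. In each other comparison, adult HR vs C among them, it put 0 there. Enrichment of lists among called genes was tested with Fisher's exact test over genes whose baseline mean was 64 or more. The annotation databases used by the paper were not used here, so the lists stand in for them, and the clustering by STEM was not repeated.

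The alternatives were 1 or 64 as the value added before the log2, quantile normalization, median scaling, a filter on the mean of the 6 arrays compared, no filter, an adjusted p under 0.05, a fit of the 2 groups only, a fit of all 27 arrays, no intensity trend, the spread taken from the expression level alone, the replicate number as a block, genes in place of probesets, and leaving out each pool in turn. A fit with the mean level of the female germline list as a covariate was added after the data were seen. The method was tested on simulated data with changes of known size, in which 10.4% of probesets changed by 0.5, 77.6% of those changed by 1 and 98.5% of those changed by 2 log2 units were called in post-eclosion flies, with 0 false calls, and 4.48%, 43.3% and 92.4% in larvae, with 0. In adults, 52.2%, 94.0% and 100% were called, and 1.80% of the calls were false. Each probeset was drawn independently, so these shares do not cover differences between pools that many probesets have in common. The post-eclosion pools show such differences, and 1 regrouping of their C and HR pools called 717 probesets. The sequencing of the populations, the crosses and the PCR assays were not analysed here.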

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

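The tests of different shares of females, scaling, collection time and oxygen during growth were chosen after the result was seen. That of maturation was chosen after the differences between the pools were seen and before its own values were, and those of the probes' sequence, of a longer stretch of the genome and of other splits of the pools before any result.

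The H vs C difference itself differed between stages. It was higher in post-eclosion flies than in larvae for 594 probesets and lower for 1279, and higher than in adults for 179 and lower for 682. The HR vs C difference was higher after eclosion than in larvae for 4 and lower for 3, and higher than in adults for 2. The paper names H against HR among its comparisons and gives no counts for it in Table 1. Here 1052 probesets were up-regulated and 674 down-regulated after eclosion, and 26 and 12 in adults. Without 1 pool the 594 ranged from 334 (without post-eclosion C replicate 2) to 683 (without post-eclosion C replicate 1), and the 1279 from 741 to 1956 without the same pools. The 179 and 682 ranged from 53 and 360 without post-eclosion C replicate 2 to 294 and 1419 without post-eclosion C replicate 1. The adult counts of H against HR were 11 and 4 without H replicate 1, 5 and 7 without H replicate 2, 11 and 8 without H replicate 3, 8 and 7 without HR replicate 1, 8 and 5 without HR replicate 2, and 6 and 5 without HR replicate 3.

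After eclosion pools of 1 group differed among themselves along the difference of H: across probesets, the deviations of HR replicates 1 to 3 from their mean had r of 0.580, −0.748 and 0.523 with the H vs C fold, with which they share no array, and those of C replicates 1 to 3 had 0.561, −0.619 and −0.104 with the H vs HR fold, so that C replicate 3 hardly follows it. A constant factor between arrays hardly moves r, so quantile normalization can test only scaling that varies with the expression level. The median size of r of the HR pools was 0.583 after it and 0.580 as deposited. Quantile normalization changed the deviations by an SD of 0.037, where their own SD was 0.255. The tables argue against scaling of that kind as the cause. They also argue against different shares of females among the pools as the whole cause, since such shares would move all female products alike, while over the 6 C and HR pools the female germline list had a slope of 0.181 (95% limits 0.041 and 0.321) and the yolk protein list of 0.094 (−0.017 and 0.205) on the eggshell list, where 1 is needed. A candidate explanation is that pools were at different points of maturation after eclosion: the deviations of HR replicates 1 to 3 had r of −0.548, 0.739 and −0.540 with the adult minus post-eclosion difference of C, and those of C replicates 1 to 3 had −0.661, 0.660 and 0.217 with that of HR. Pools that lean towards H thus lie away from adults (median 0.604 over the 6 pools, with the sign turned in the pools that lean towards H). These tests bear on the pools of C and HR and not on the H pools themselves. In post-eclosion H, 65 members of the female germline, eggshell, yolk protein and gut serine peptidase lists were called down-regulated. In adult H the same members had a median log2 fold change of 0.02, with 0 called down-regulated. A slower development of H, and low oxygen itself, stay open and untested, and probesets are not independent replicates.

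In adults, the clock genes tim and vri were lower in H than in HR by log2 changes of −0.92 and −1.07, and each call was kept in every fit that left out 1 pool. Collection at another time of day cannot be told apart from another cause. Clk and cry peak when tim and vri are low. Against HR they had log2 changes of 0.62 (adjusted p = 0.0362) and 0.30 (adjusted p = 0.098), the direction that another time would give. The mean of Clk in HR was 56.8 ± 1.99 (SD), under 64, so the size of its change is uncertain. Against C, where tim and vri were lower as well (−0.65 and −0.79), Clk and cry had 0.25 (adjusted p = 0.377) and −0.008 (adjusted p = 0.98), and cry there does not go with it. Whether oxygen during growth lowers tim and vri cannot be told apart from collection time either. In post-eclosion H vs HR tim had −0.17 (adjusted p = 0.538) and vri −0.003 (adjusted p = 0.988), and in larval H vs HR vri had 0.36 (adjusted p = 0.797), which goes against a fall at these stages, while tim was under 64 in every larval pool and an effect in adults alone stays open. With all 27 samples in the fit tim was not called.

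In H and HR, 14 probesets lay on the same side of C at every stage with an adjusted p under 0.05 in at least 5 of the 6 comparisons (5 in all 6, 9 in 5), 12 higher and 2 lower. With no values raised to 64, the mean log2 change was 2.92 for a probeset of Sarm and −1.07 for shd. Cyp12d1-d, under 64 in every adult C pool, was at least 4.19-fold higher in adult H and 6.19-fold in adult HR with pools under 64 set to 64. These genes were named after their values were seen, and mat is also in the set. The nearest genes had a median change of −0.022 in the same direction over 9 genes, so they did not move with these probesets. A longer stretch of the genome that differs in sequence need not change the expression of nearby genes, so these values cannot decide on it. A sequence difference under the probes may account for part of them: other probesets of the same genes had a median change of 0.127 over 4 genes, although shd had 0.648 and goes against it. For Sarm, 8 other probesets had −0.02. A change in the expression of these genes in the adapted population stays open and untested.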

How the results depend on the processing

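The alternatives were planned, apart from the female germline covariate and its counts, which were added after the data were seen. The number of arrays and the pool spread limit which genes can be called: without 1 pool, a group has 2 left, and its spread is taken to be that of the other groups of the stage. Of the probesets called in post-eclosion H vs C, 39 of 916 up-regulated and 190 of 969 down-regulated were called in each fit that left out 1 pool, and in adult H vs C 24 of 82 and 24 of 79. For adult HR vs C these were 7 of 23 and 17 of 46, for post-eclosion H vs HR 10 of 1052 and 131 of 674, and for adult H vs HR 5 of 26 and 3 of 12. Over all alternatives, values of named genes kept direction and side of the threshold in 10196 cases, lost the call in 1273 and gained it in 292. Gene lists kept both in 5213 cases, lost the call in 265, gained it in 157 and changed direction in 20. Of the 107 list calls with a preset correlation, 0 held with an estimated one. The median log2 shift over all probesets by scaling stayed under 0.1 in every comparison.

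Counts that moved by more than 1.5 times are given as up-regulated/down-regulated, or higher/lower for stage differences. The cause was not tested except where named. With an offset of 1 the counts were 4/2 for larva H vs C, 3/1 for HR vs C of post-eclosion minus larva and 2/1 for HR vs C of post-eclosion minus adult. With an offset of 64 the counts were 0/1 for larva H vs HR, 3/0 for post-eclosion HR vs C, 3/0 for post-eclosion H and HR shared, 6/7 for HR vs C of post-eclosion minus larva and 2/1 for HR vs C of post-eclosion minus adult. With quantile normalization the counts were 5/2 for larva H vs C, 1/0 for larva HR vs C, 1/0 for larva H and HR shared, 19/8 for Table S4 probesets and 5/2 for the 4 Wnt lists. With median scaling the counts were 697/1075 for post-eclosion H vs HR, 14/10 for Table S4 probesets and 4/3 for the 4 Wnt lists. With the filter on the mean of the 6 arrays the counts were 1/0 for larva HR vs C, 8/0 for post-eclosion HR vs C, 1/0 for larva H and HR shared and 8/0 for post-eclosion H and HR shared. With no filter on low values (more probesets can be called) the counts were 9/6 for larva H vs C, 1/0 for larva HR vs C, 9/0 for post-eclosion HR vs C, 124/88 for adult H vs C, 46/49 for adult HR vs C and 1/0 for larva H and HR shared. For post-eclosion H and HR shared it gave 9/0, for adult H and HR shared 44/34, for HR vs C of post-eclosion minus larva 8/4 and for HR vs C of post-eclosion minus adult 2/1. At an adjusted p under 0.05 (a wider threshold) the counts were 33/33 for larva H vs C, 12/8 for larva HR vs C, 2/3 for larva H vs HR, 2339/2327 for post-eclosion H vs C, 17/6 for post-eclosion HR vs C and 2352/1756 for post-eclosion H vs HR. For adult H vs C it gave 216/208, for adult HR vs C 79/193, for adult H vs HR 186/55, for larva H and HR shared 11/6, for post-eclosion H and HR shared 17/4 and for adult H and HR shared 53/91. For H vs C of post-eclosion minus larva it gave 1445/2312, for H vs C of post-eclosion minus adult 671/1494, for HR vs C of post-eclosion minus larva 9/15, for HR vs C of post-eclosion minus adult 2/1, for Table S4 probesets 41/23 and for the 4 Wnt lists 21/7. For Table S4 it gave 60. With the 2 groups only (fewer samples in the fit) the counts were 2/2 for larva H vs C, 3/0 for post-eclosion HR vs C, 44/48 for adult H vs C, 13/36 for adult HR vs C, 3/0 for post-eclosion H and HR shared and 10/15 for adult H and HR shared. With all 27 samples in the fit the counts were 158/210 for larva H vs C, 56/70 for larva HR vs C, 24/48 for larva H vs HR, 1134/2011 for post-eclosion H vs C, 15/8 for post-eclosion HR vs C and 1090/1479 for post-eclosion H vs HR. For adult H vs C it gave 36/24, for adult HR vs C 17/20, for adult H vs HR 10/15, for larva H and HR shared 29/43, for post-eclosion H and HR shared 14/6 and for adult H and HR shared 13/7. For Table S4 probesets it gave 28/26, for the 4 Wnt lists 12/9 and for Table S4 51. With no trend the counts were 4/2 for larva H vs C and 14/9 for adult H vs HR. With the spread from the expression level alone the counts were 415/428 for larva H vs C, 283/315 for larva HR vs C, 134/290 for larva H vs HR, 2455/2617 for post-eclosion H vs C, 159/258 for post-eclosion HR vs C and 2538/2170 for post-eclosion H vs HR. For adult H vs C it gave 614/585, for adult HR vs C 359/1106, for adult H vs HR 853/368, for larva H and HR shared 151/191, for post-eclosion H and HR shared 105/145 and for adult H and HR shared 190/344. For H vs C of post-eclosion minus larva it gave 1575/2134, for H vs C of post-eclosion minus adult 1005/1622, for HR vs C of post-eclosion minus larva 164/264, for HR vs C of post-eclosion minus adult 53/73, for Table S4 probesets 42/29 and for the 4 Wnt lists 18/13. For Table S4 it gave 67. With genes instead of probesets (fewer features counted) the counts were 2/0 for post-eclosion HR vs C, 2/0 for post-eclosion H and HR shared, 0/0 for HR vs C of post-eclosion minus adult and 8/2 for the 4 Wnt lists.

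The replicate numbers of the labels do not pair the pools: 8 of 27 same-numbered pairs had a correlation above 0.1, over a range of −0.535 to 0.779, and in 14 of 54 cases the best match of a pool in another group had its own number. With the replicate block the counts were 3/0 for larva H vs C, 16/11 for adult H vs HR, 3/1 for HR vs C of post-eclosion minus larva and 6/2 for the 4 Wnt lists. The cause was not tested.

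With the female germline covariate the counts were 0/2 for post-eclosion H vs C, 9/3 for post-eclosion HR vs C, 0/5 for post-eclosion H vs HR, 0/0 for post-eclosion H and HR shared, 0/0 for Table S4 probesets and 0/0 for the 4 Wnt lists. For Table S4 it gave 0. The H pools lie outside the range of the other pools for this covariate, so the fit extrapolates, and the cause was not tested. Lists that changed direction with the female germline covariate in post-eclosion H vs C had camera adjusted p of 1.3e-05 (DNA repair), 8.2e-15 (DNA replication), 1.7e-16 (mitotic cell cycle), 5.7e-04 (Wnt canonical core), 0.0205 (citrate cycle), 0.0372 (eggshell), 0.0373 (electron transport chain) and 0.239 (glycolysis). The others had 2.1e-04 (hemocytes), 0.0027 (male accessory gland), 7.9e-04 (muscle structure), 0.0401 (neurons), 0.0179 (photoreceptors), 0.638 (ribosomal proteins), 0.101 (ribosome biogenesis) and 0.0466 (tracheal tube development).

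Leaving out 1 pool in turn gave counts of 2 to 9 and 0 to 6 for larva H vs C, 0 to 1 and 0 to 1 for larva HR vs C, 0 to 0 and 0 to 1 for larva H vs HR and 56 to 982 and 203 to 1638 for post-eclosion H vs C. The ranges were 1 to 6 and 0 to 3 for post-eclosion HR vs C, 13 to 521 and 135 to 547 for post-eclosion H vs HR, 26 to 54 and 29 to 60 for adult H vs C and 8 to 30 and 19 to 42 for adult HR vs C. They were 5 to 11 and 4 to 8 for adult H vs HR, 0 to 4 and 0 to 2 for larva H and HR shared, 1 to 6 and 0 to 2 for post-eclosion H and HR shared and 7 to 23 and 11 to 28 for adult H and HR shared. The ranges were 334 to 683 and 741 to 1956 for H vs C of post-eclosion minus larva, 53 to 294 and 360 to 1419 for H vs C of post-eclosion minus adult, 3 to 9 and 1 to 8 for HR vs C of post-eclosion minus larva and 2 to 3 and 0 to 3 for HR vs C of post-eclosion minus adult. They were 1 to 21 and 1 to 21 for Table S4 probesets, 1 to 9 and 0 to 6 for the 4 Wnt lists and 2 to 39 genes for Table S4. These fits use fewer samples. Lists that changed direction without 1 pool were the testis list without HR replicate 1, in larval HR vs C (adjusted p = 0.0367) and larval H vs HR (adjusted p = 8.1e-06), and the male accessory gland list without HR replicate 2, in adult HR vs C (adjusted p = 1.2e-04) and adult H vs HR (adjusted p = 0.395). Over the fits that left out 1 pool, the adjusted p of the testis list ranged from 1.4e-04 to 0.704 in larval HR vs C and from 8.1e-06 to 0.685 in larval H vs HR. That of the male accessory gland list ranged from 1.2e-04 to 0.999 and from 7.2e-05 to 0.395. The cause was not tested.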

Differences from the paper's values

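Each of the paper's counts in Table 1 is larger than the count found here, where limma replaces the paper's Vampire at the paper's thresholds, a false discovery rate of 1% and a baseline mean of 64. With the spread taken from the expression level alone, each count was instead larger than the paper's. The alternatives compared are those set before the data were examined, 19 for each count and 22 for each shared count, and a value is taken as near the paper's where neither is more than 1.5 times the other.

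In post-eclosion H, the paper gives 2149 up-regulated and 1992 down-regulated, and 916 and 969 were called here. For the up-regulated count, an adjusted p under 0.05 and the spread from the expression level alone come near the paper's value, and none of the other alternatives does. For the down-regulated count these 2, all 27 samples and the fit without C replicate 1 do, and none of the others. In larval H the paper gives 198 and 233, where 5 and 6 were called here, and of the alternatives all 27 samples comes near for both, and no other. In adult H the paper gives 339 and 342, where 82 and 79 were called here, and none of the 19 alternatives comes near. The spread from the expression level alone gave more, 614 and 585.

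In HR the paper gives 56 and 75 in post-eclosion flies, 142 and 151 in larvae, and 207 and 616 in adults. The counts here were 5 and 0, 0 and 0, and 23 and 46, and none of the 19 alternatives comes near any of these 6 values of the paper. The spread from the expression level alone gave more than the paper: 159 and 258, 283 and 315, and 359 and 1106. For calls shared by H and HR the paper gives 45 and 52 in post-eclosion flies, 83 and 102 in larvae, and 117 and 200 in adults, where 5 and 0, 0 and 0, and 23 and 31 were found here, and none of the 22 alternatives comes near. Of the paper's 68 genes of Table S4, 25 were called here. An adjusted p under 0.05, all 27 samples and the spread from the expression level alone come near the paper's number, and the other 16 alternatives do not.

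The paper's squared correlation of 2 post-eclosion control pools over all values is about 0.78 in Figure S3A, read by eye, and 0.846 was found here for C replicates 1 and 2. These are within 1.5 times each other, and are listed because they differ by more than the spread over the pairs of control pools, as a correlation is compared by that spread. With the alternative log2(value + 16) it was 0.954, which also differs by more.

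The paper states that oogenesis genes are lower in both H and HR after eclosion. Here limma called 0 genes of the female germline, eggshell and yolk protein lists in post-eclosion HR (2, 0 and 0 at an unadjusted p under 0.05), while 20 of 20 eggshell genes and 37 of 52 female germline genes lay below C, and with the spread from the expression level alone 2 female germline and 5 eggshell genes were called down-regulated. The paper states that all genes tested by PCR were significant on the arrays in post-eclosion H. Here Mdr50, pk and 1 of 2 probesets of CkIIbeta were called, CG13422 is not analysed, and pim was not called (adjusted p = 0.0994), except with all 27 samples in the fit (adjusted p = 0.00864), with the spread from the expression level alone (adjusted p = 1.2e-27) and without C replicate 1 (adjusted p = 0.00629).

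The paper states that arr was up-regulated with dally in post-eclosion flies. Here arr had a log2 fold change of 0.42 and was not called (adjusted p = 0.0168), except at an adjusted p under 0.05 and with the spread from the expression level alone, and dally and the Tcf homolog pan were called. The paper states that down-regulated genes of adult HR include peptidases, host defense genes and several genes of the electron transport chain. Here limma called 0 genes of the gut serine peptidase, antimicrobial peptide, lysozyme and electron transport chain lists in adult HR (9, 4, 6 and 36 at an unadjusted p under 0.05). With the spread from the expression level alone 8, 6, 3 and 18 were called down-regulated. These lists hold only part of the peptidases and defense genes, and those outside them were not counted. Cyp4d2, Cyp6a13 and GstD9, of oxidation and reduction and xenobiotic metabolism, were called down-regulated in both adult H and adult HR. The paper states that down-regulated genes of post-eclosion H are enriched for DNA replication, cell cycle and DNA repair. Here these lists were not enriched among the called genes (Fisher's exact test, adjusted p = 0.939, 0.637 and 0.358), while 36 of 37, 46 of 49 and 28 of 28 genes lay below C and camera called all 3 lists with the preset correlation, and none with an estimated one (adjusted p = 0.496, 0.51 and 0.489). With the spread from the expression level alone, 35, 35 and 23 of these genes were called down-regulated, against 2617 of the 10451 probesets that could be called. No enrichment test is given for that setting.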

Other observations

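The alternatives and the splits of the pools below were set beforehand, and none of the tests in this part was chosen after the result was seen.

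Most serine peptidases of the gut were lower in post-eclosion H than in C. The trypsin genes epsilonTry and betaTry fell from Plier values of 4832 ± 2529 and 8680 ± 2029 (SD, n = 3 pools) in C to 16.5 ± 3.85 and 369.8 ± 98.3 in H. With pools under 64 set to 64, epsilonTry was at least 69.4-fold, Jon25Bi at least 51.7-fold and Jon25Bii at least 52.0-fold lower in H. Of 30 serine peptidases of the gut, 22 were down-regulated and 1 up-regulated (25 and 2 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.4e-16; camera adjusted p = 4.2e-14, adjusted p = 0.489 with an estimated correlation). In post-eclosion HR, 1 was up-regulated (Ser12) and the median was −0.18 (camera adjusted p = 0.218), and in larval HR 25 of 30 lay above C (median 0.42, 0 called by limma, 2 up-regulated when adjusted over the list alone, 10 at an unadjusted p under 0.05, 13 up-regulated with the spread from the expression level alone; camera adjusted p = 5.6e-07, adjusted p = 0.811 with an estimated correlation). In post-eclosion H, PGRP-SC2 had a log2 fold change of −4.03, and LysS was at least 1.88-fold lower. The antimicrobial peptide Def was at least 7.70-fold lower (adjusted p = 9.1e-04), and Anp had a log2 fold change of −2.44. Of 15 antimicrobial peptide genes 3 were down-regulated, as when adjusted over the list alone (camera adjusted p = 0.0968), and of 12 peptidoglycan recognition protein and lysozyme genes 3 (1 up-regulated and 3 down-regulated when adjusted over the list alone, 3 and 3 with the spread from the expression level alone; camera adjusted p = 0.461). Over the fits that left out 1 pool, 15 to 21 of the 30 serine peptidases were down-regulated. The calls of epsilonTry, betaTry, Jon25Bi, Jon25Bii, PGRP-SC2, LysS, Def and Anp were kept in each fit that left out 1 pool.

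Other enzymes and structural genes changed in both directions in post-eclosion H. Of 86 cytochrome P450 genes, 7 were up-regulated and 13 down-regulated (8 and 15 when adjusted over the list alone), Cyp4d21 by a log2 change of −2.52 and Cyp309a2 by 2.19, the latter lost without C replicate 2, H replicate 1, H replicate 2 or H replicate 3 (2.01 to 2.43). The list was lower than other genes by camera (adjusted p = 0.0315, adjusted p = 0.489 with an estimated correlation, 0.075 without C replicate 1). Over the fits that left out 1 pool 0 to 6 P450 genes were up-regulated and 1 to 12 down-regulated, and 1 to 6 glutathione transferase genes and 1 to 7 cuticle genes were down-regulated. Of 35 glutathione transferase genes 1 was up-regulated and 6 down-regulated, as when adjusted over the list alone, GstE6 by −1.31 (camera adjusted p = 0.491). Of 104 cuticle genes 2 were up-regulated and 6 down-regulated, as when adjusted over the list alone, Cpr49Ae by −1.11 (camera adjusted p = 0.657). Of 42 ribosomal protein genes 1 was up-regulated and 3 down-regulated, as when adjusted over the list alone, and RpS5b, a form with high expression in the ovary, fell by 2.49 (camera adjusted p = 0.0326, adjusted p = 0.637 with an estimated correlation). That list was not called without C replicate 1, C replicate 2 or H replicate 3 (adjusted p up to 0.111).

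Further lists in post-eclosion H had few calls. Of 13 photoreceptor genes rdgB was up-regulated (0.94), also when adjusted over the list alone (camera adjusted p = 0.00799, adjusted p = 0.518 with an estimated correlation), and of 13 clock genes Pdf (0.63), with 0 when adjusted over the list alone (camera adjusted p = 0.0384, adjusted p = 0.489 with an estimated correlation, not called without C replicate 1 or H replicate 1, with adjusted p up to 0.0538). Neither call is kept without each pool: that of rdgB is kept only without C replicate 1 and that of Pdf in no such fit. Of 26 male accessory gland genes 1 was down-regulated, Dup99B (−1.19, kept only without C replicate 1), with 0 when adjusted over the list alone (camera adjusted p = 0.00272, adjusted p = 0.621 with an estimated correlation). Of 6 heat shock genes l(2)efl was down-regulated (−0.79, kept only without C replicate 1; 1 up-regulated and 2 down-regulated when adjusted over the list alone; camera adjusted p = 0.657). Limma called 0 of 19 hemocyte genes, 0 of 5 Turandot and stress peptide genes and 0 of 2 measured genes of the crosses, also when adjusted over the list alone (5, 3 and 1 at an unadjusted p under 0.05; 3, 1 and 0 up-regulated with the spread from the expression level alone; camera adjusted p = 0.0737, 0.0503 and 0.176). Of the 2 RT-PCR genes matched by symbol 1 was down-regulated (camera adjusted p = 0.0503). Of 40 Wnt genes with polymorphisms in Table S2D, 3 were up-regulated and 1 down-regulated (4 and 4 when adjusted over the list alone; camera adjusted p = 0.0851).

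In post-eclosion H against HR, 19 of 37 testis genes were up-regulated and 0 down-regulated (21 and 0 when adjusted over the list alone; Fisher's exact test, adjusted p = 1.0e-11; camera adjusted p = 2.2e-11, adjusted p = 0.529 with an estimated correlation), with djl at 0.69 and ProtA at 0.56. The 19 fell to 1 without H replicate 1, 0 without H replicate 2, 5 without H replicate 3, 8 without HR replicate 1, 8 without HR replicate 2 and 7 without HR replicate 3. The call of djl was lost without H replicate 2 (0.66 to 0.74 over these fits), and that of ProtA without H replicate 1, without H replicate 2 (0.51 to 0.59) and with all 27 samples in the fit. Of 52 female germline genes 27 were down-regulated and 1 up-regulated (32 and 2 when adjusted over the list alone), and of 30 serine peptidases of the gut 21 were down-regulated (25 when adjusted over the list alone). Without H replicates 1 to 3 and HR replicates 1 to 3 in turn, 12, 11, 12, 19, 17 and 19 female germline genes and 12, 12, 14, 22, 17 and 15 serine peptidases were down-regulated. Adults gave fewer calls. In adult H, 18 of 19 hemocyte genes lay above C (median 0.29, 0 called by limma, 4 up-regulated when adjusted over the list alone, 11 at an unadjusted p under 0.05, 8 up-regulated with the spread from the expression level alone; camera adjusted p = 2.0e-07, adjusted p = 0.582 with an estimated correlation). Of 13 clock genes tim and vri were down-regulated in adult H (−0.65 and −0.79; 1 up-regulated and 3 down-regulated when adjusted over the list alone). In adult H against HR, 58 of 60 subunits of the electron transport chain lay above 0 (median 0.19, camera adjusted p = 1.8e-13, adjusted p = 0.488 with an estimated correlation).

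Each comparison of 6 pools allows 10 splits into 3 and 3, which are too few for a share under 0.05. In larvae, H vs C called 11 probesets and the highest of the other splits 0, HR vs C 0 and 0, and H vs HR 0 and 1, so that 1, 10 and 10 of the 10 splits called as many as the real one. After eclosion, H vs C called 1885 and the highest other split 0, and H vs HR 1726 and 0 (1 of 10 splits for both). HR vs C called 5 where another split called 717, so that 2 of 10 splits called as many. That split sets C replicate 1, HR replicate 1 and HR replicate 3 against the other pools and points to a structure of the samples. In adults the real splits called 161, 69 and 38 probesets and the highest other split 0 in each comparison (1 of 10 splits for each).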
